# B cell activation and plasma cell differentiation are inhibited by de novo DNA methylation

**DOI:** 10.1038/s41467-018-04234-4

**Published:** 2018-05-15

**Authors:** Benjamin G. Barwick, Christopher D. Scharer, Ryan J. Martinez, Madeline J. Price, Alexander N. Wein, Robert R. Haines, Alexander P. R. Bally, Jacob E. Kohlmeier, Jeremy M. Boss

## Abstract

B cells provide humoral immunity by differentiating into antibody-secreting plasma cells, a process that requires cellular division and is linked to DNA hypomethylation. Conversely, little is known about how de novo deposition of DNA methylation affects B cell fate and function. Here we show that genetic deletion of the de novo DNA methyltransferases *Dnmt3a* and *Dnmt3b* (Dnmt3-deficient) in mouse B cells results in normal B cell development and maturation, but increased cell activation and expansion of the germinal center B cell and plasma cell populations upon immunization. Gene expression is mostly unaltered in naive and germinal center B cells, but dysregulated in Dnmt3-deficient plasma cells. Differences in gene expression are proximal to Dnmt3-dependent DNA methylation and chromatin changes, both of which coincide with E2A and PU.1-IRF composite-binding motifs. Thus, de novo DNA methylation limits B cell activation, represses the plasma cell chromatin state, and regulates plasma cell differentiation.

## Abstract (web summary)

DNA methylation is known to contribute to B cell differentiation, but de novo methylation has not been studied in this context. Here the authors use a conditional Dnmt3a/b knockout mouse to map the function of de novo DNA methylation in B cell differentiation and the development of humoral immunity.

## Introduction

Appropriate regulation of B cell function is essential for humoral immunity and helps prevent antibody-dependent autoimmune diseases and B cell malignancies. Humoral immunity is maintained by mutually antagonistic transcription factor programs that either maintain B cell identity or promote plasma cell differentiation^1^. Upon stimulation, naive B cells rapidly proliferate while simultaneously amplifying and modulating their gene expression program, resulting in distinct cell fates and functions^2–6^. How gene expression programs are both remodeled and propagated across the many rounds of cellular division during B cell differentiation is not well understood. Epigenetic mechanisms, such as DNA methylation, have the potential to control gene expression and cell identity through mitosis^7^. Such is the case in B cells, where DNA hypomethylation is coupled to activation, proliferation, differentiation, and gene regulation^6,8–11^. Data thus far suggest that B cells undergo extensive and targeted DNA hypomethylation upon activation, but it is not known if de novo DNA methylation is also important for B cell fate and function.

DNA methylation is catalyzed by DNA methyltransferases, which in mammals occur primarily on the 5′-position of cytosine in the context of CpG dinucleotides^12^. DNA methylation represses transcription in promoters and mutagenic repetitive elements. Transcriptional enhancers are demarcated with intermediate amounts of DNA methylation^13,14^, where demethylation is enforced by transcription factor occupancy^14,15^. Highly expressed genes harbor high levels of gene-body DNA methylation^16^, which helps prevent spurious transcription^17,18^. DNA methylation is maintained through mitosis by the maintenance methyltransferase Dnmt1, which reciprocally methylates hemi-methylated CpGs formed during DNA replication^19^. This process is essential for mammalian development^19^, hematopoiesis^20,21^, lymphocyte maturation^22,23^, and differentiation^8,22,24^. Deposition of de novo DNA methylation by Dnmt3a and Dnmt3b is also required for mammalian development^25^ and when deleted in hematopoietic stem cells restricts B cell development^26,27^, but how it contributes to the molecular programming, differentiation, and function of mature B cells is not well understood.

To test the hypothesis that de novo DNA methylation is important for mature B cell function, *Dnmt3a* and *Dnmt3b* were conditionally deleted from B cells (Dnmt3-deficient) in mice. Dnmt3-deficient mice have phenotypically normal B cell development and maturation in the bone marrow, spleen, and lymph nodes, and mature follicular B cells show few molecular defects. Upon antigenic stimulation, Dnmt3-deficient mice have enlarged germinal center and plasma cell responses by a cell autonomous mechanism coupled to gene dysregulation, a failure to gain de novo DNA methylation, and repress the chromatin state in bone marrow plasma cells. Thus, Dnmt3-dependent DNA methylation restricts B cell activation and plasma cell differentiation.

## Results

### B cell development is independent of Dnmt3a and Dnmt3b

To conditionally delete both de novo DNA methyltransferases in B cells, mice containing the PC and ENV conserved catalytic domains of *Dnmt3a*^28^ and *Dnmt3b*^29^ flanked by *loxP* sites (fl) were crossed to mice that expressed the B-cell-specific *Cd19 Cre*-recombinase (*Cd19*^*cre*^)^30^. *Cd19*^*cre*^ is expressed at the pro-B cell stage, resulting in *Cre*-mediated recombination in pre-B cells^30^. Resultant mice showed genomic deletion of the catalytic sites of *Dnmt3a* and *Dnmt3b* in B cell lineages; whereas *Cre*-deficient littermate controls (*Dnmt3a*^fl/fl^*Dnmt3b*^fl/fl^) did not (Supplementary Fig. 1a). Dnmt3-deficient (*Cd19*^cre/+^*Dnmt3a*^fl/fl^*Dnmt3b*^fl/fl^) and -sufficient (*Dnmt3a*^fl/fl^*Dnmt3b*^fl/fl^) mice contained similar frequencies of bone marrow B220^+^CD43^−^ B cells (Supplementary Fig. 1b), as well as similar frequencies of bone marrow B220^mid^CD43^−^IgM^−^ pre-B cells, B220^mid^CD43^−^IgM^+^ immature B cells and B220^hi^CD43^−^IgM^+/lo^ mature B cells^31^ (Supplementary Fig. 1c). Likewise, Dnmt3-deficient and -sufficient mice had a similar frequency of splenic B220^+^CD43^−^ B cells, as well as B220^+^CD23^+^CD21^int/−^ follicular B cells and B220^+^CD23^−^CD21^hi^ marginal zone B cells^32^ (Supplementary Fig. 1d, e). Thus, no major cellular defects in B cell development and maturation were observed when *Dnmt3a* and *Dnmt3b* are deleted in CD19^+^ B cells.

### Dnmt3-dependent control of humoral immune responses

To test the role of de novo DNA methylation during B cell differentiation, B cells were differentiated ex vivo using both a T-cell-independent stimuli composed of lipopolysaccharide, interleukin 2, and interleukin 5 (LPS + IL-2 + IL-5), and a stimulus that mimics T-cell-dependent activation composed of CD40 ligand, interleukin 4, and interleukin 5 (CD40L + IL-4 + IL-5). Dnmt3 deficiency resulted in a higher frequency of GL7^+^-activated B cells as compared to Dnmt3-sufficent controls (Supplementary Fig. 2a). This result was not attributable to increased cellular division measured by cell trace violet dilution or a difference in cell death determined by cell viability dye exclusion, as both were equivalent between Dnmt3-sufficient and -deficient B cells (Supplementary Fig. 2b, c).

The contribution of Dnmt3 enzymes to B cell activation was measured in vivo with subcutaneously immunization with phycoerythrin emulsified in complete Freud’s adjuvant (PE-CFA). PE-CFA immunization allows for the tracking of PE-specific B cell responses in the draining inguinal and periaortic lymph nodes, where the primary immune reaction occurs^33–35^. Analysis of lymph nodes provides a view of follicular B cells that is not confounded by marginal zone and B1b B cell subsets found in the spleen. Analysis of these lymph nodes in unimmunized mice revealed that ~0.8% of B220^+^ B cells were GL7^+^Fas^+^ germinal center B cells in both Dnmt3-sufficient and -deficient mice (Fig. 1a). At 30 days after PE-CFA immunization, the number of germinal center B cells increased twofold in control animals and fourfold in Dnmt3-deficient mice (Fig. 1a). Immunofluorescence performed on lymph nodes from PE-CFA-immunized mice indicated that this was at least partially due to an increase in germinal center size in Dnmt3-deficient mice as compared to littermate controls (Fig. 1b). PE binding of lymph node B220^+^ B cells revealed that unimmunized Dnmt3-sufficient and -deficient mice had very low and equivalent levels of B220^+^PE-specific B cells consistent with previous reports^34,35^. However, 30 days after PE-CFA immunization, Dnmt3-sufficient mice exhibited a ninefold increase (0.37%) in PE-binding B cells, whereas Dnmt3-deficient mice had a 25-fold increase (0.99%) (Fig. 1c). Staining for the proliferation marker, Ki-67 indicated equivalent levels of expression on total B220^+^ B cells, GL7^+^Fas^+^ germinal center B cells, and B220^+^PE-specific B cells from Dnmt3-sufficient and -deficient mice (Supplementary Fig. 2e, f), suggesting that these cells had similar levels of proliferation. Furthermore, serum antibody titers showed increased levels of PE-specific immunoglobulin 30 days after PE-CFA immunization in Dnmt3-deficient mice compared to controls (Fig. 1d).

**Fig. 1:**
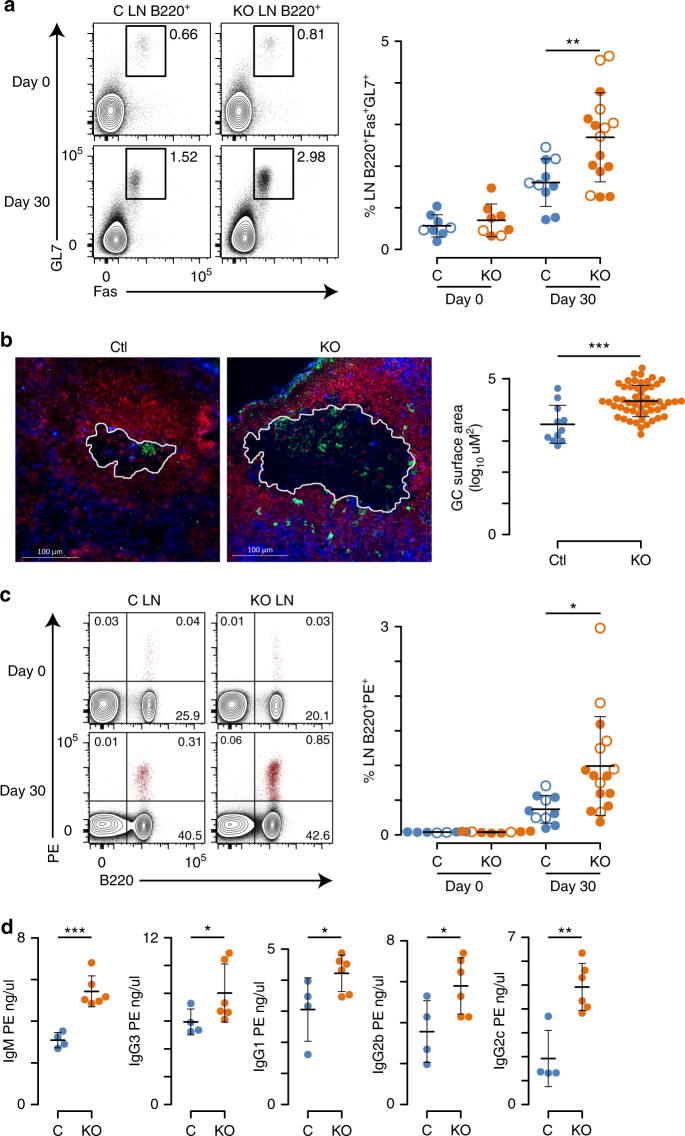
Increased germinal center B cell expansion in Dnmt3-deficient mice. **a** Germinal centers identified using Fas and GL7 expression on inguinal and periaortic lymph node (LN) B220^+^ B cells in naive mice (day 0) and PE-CFA immunized mice (day 30) in *Cd19*^*cre/+*^*Dnmt3a*^*fl/fl*^*Dnmt3b*^*fl/fl*^ mice (KO) and littermate controls (C). **b** Immunofluorescence of lymph nodes 30 days after PE-CFA immunization showing T cells (blue; Thy1.2), IgD B cells (red; IgD), and activated B cells (green; GL7). The germinal center area is outlined in white and a 100 μM scale is shown (bottom left). Quantitation of germinal center area is shown (right). **c** B220 expression and PE-binding of LN lymphocytes from naive mice (day 0) and PE-CFA immunized mice (day 30). Flow cytometry data are lymphocyte size gated and CD11b^−^. **d** Serum PE-specific antibodies for C and KO mice 30 days post-immunization. Mean and standard deviation shown on beeswarm plots and *P* values are calculated using a two-sided *t*-test (*P < 0.05, **P < 0.01, ***P < 0.001). Data are from either two, day 0 experiments with eight mice each and two, day 30 experiments with 9 mice and 17 mice (**a**, **c**) or from one, day 30 experiment with 10 mice (**b**, **d**), where open circles represent females and closed circles males and no sex differences were observed in multivariate analysis

Cell autonomous effects of *Dnmt3a* and *Dnmt3b* on germinal center B cell responses were measured using bone marrow chimeras made by transferring a 1:1 ratio of CD45.2^+^ Dnmt3-deficient (*Cd19*^*cre/wt*^*Dnmt3a*^*fl/fl*^*Dnmt3b*^*fl/fl*^) and CD45.2^+^CD45.1^+^ Dnmt3-sufficient (*Dnmt3a*^*fl/+*^*Dnmt3b*^*fl/+*^) bone marrow cells into lethally irradiated CD45.1^+^ C57B/6J hosts. Six weeks after bone marrow reconstitution, mice were challenged with PE-CFA and analyzed 30 days later. Chimeric mice had approximately equal numbers of CD45.2^+^ Dnmt3-deficient and CD45.1^+^CD45.2^+^ Dnmt3-sufficient cells in the lymph nodes (Supplementary Fig. 3a). Bone marrow chimeras displayed greater frequencies of PE-specific B220^+^ B cells in Dnmt3-deficient vs. -sufficient cells relative to total chimeric cells (Fig. 2a). Additionally, of the PE-specific B220^+^ B cells, more of the Dnmt3-deficient cells were GL7^+^Fas^+^ germinal center in phenotype than their Dnmt3-sufficient counterparts (Fig. 2b). Analysis of CD138^+^ plasma cells in the spleen and bone marrow revealed a sharp increase in Dnmt3-deficient CD138^+^ plasma cells as compared to Dnmt3-sufficient cells (Fig. 2c). Together, these data show that *Dnmt3a* and *Dnmt3b* function to limit the humoral immune response, and the number of activated B cells and differentiated plasma cells through a cell autonomous mechanism.

**Fig. 2:**
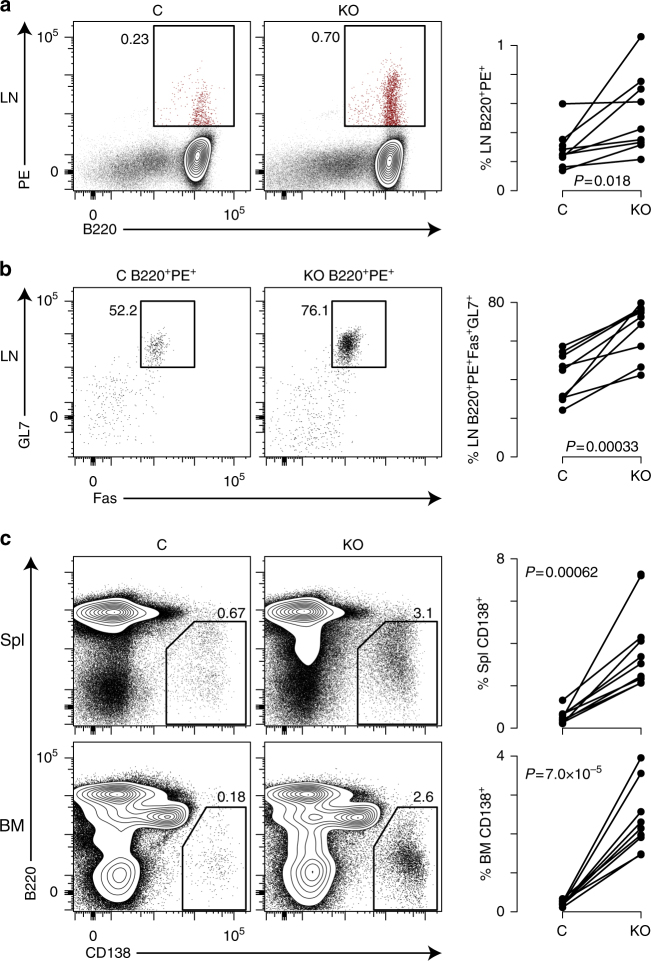
Cell autonomous control of B cell proliferation and differentiation. **a** B220 expression and PE binding of control (C) (CD45.1^+^CD45.2^+^ *Dnmt3a*^fl/+^*Dnmt3b*^fl/+^) and KO (CD45.2^+^ *Cd19*^cre/+^*Dnmt3a*^fl/fl^*Dnmt3b*^fl/fl^) cells in the inguinal and periaortic lymph nodes (LN) 30 days after PE-CFA challenge. **b** Fas and GL7 expression on B220^+^PE^+^ LN cells in **a**. **c** CD138 and B220 expression on C and KO cells in the spleen (Spl; top) and bone marrow (BM; bottom) of chimeric mice. All data are lymphocyte size gated and CD11b^−^CD11c^−^F4/80^−^Thy1.2^−^. *P* values are calculated using a paired *t*-test. Data represent two experiments with four and five mice per experiment with four male and five female mice

### Dnmt3-dependent repression of B cell activation genes

To determine how Dnmt3a and Dnmt3b influence B cell activation and differentiation, the gene expression program was determined for B220^+^GL7^−^Fas^−^ naive follicular B cells (nB) from the inguinal and periaortic lymph nodes of unimmunized mice, as well as B220^+^PE^+^GL7^+^Fas^+^ PE-specific germinal center B cells (GCB) from the same lymph nodes, and CD138^+^ bone marrow plasma cells (BMPC) 30 days after PE-CFA immunization for both Dnmt3-deficient and -sufficient mice. Cells were isolated to high purity by FACS (Supplementary Fig. 3b, c) and RNA was extracted for gene expression analysis by RNA-seq. Principle component analysis of gene expression data clustered samples into cell-type-specific groups, where Dnmt3-sufficient and -deficient samples overlapped each other in nB and GCB, but were distinct for BMPC (Fig. 3a), suggesting that the BMPC gene expression program was partially Dnmt3-dependent. Comparison of gene expression changes between nB and GCB revealed similar changes in expression in both Dnmt3-sufficient and -deficient mice (Supplementary Fig. 4a, left), suggesting that gene regulation during GCB cell differentiation was only subtly altered in the absence of *Dnmt3a* and *Dnmt3b*. However, comparison of gene expression changes between nB and BMPC showed a dysregulation of downregulated genes in BMPC between Dnmt3-sufficient and -deficient animals as compared to nB (Supplementary Fig. 4a, right). Indeed, comparison of differentially expressed genes between cell types indicated that Dnmt3-sufficient BMPC repressed a larger set of genes than Dnmt3-deficient BMPC (Supplementary Fig. 4b and Supplementary Data 1). Expressions of *Dnmt1* and *Dnmt3l* were not significantly different between Dnmt3-sufficient and -deficient cells, indicating that the expressions of other DNA methyltransferases were not compensating for the lack of Dnmt3 function (Supplementary Fig. 4c).

**Fig. 3:**
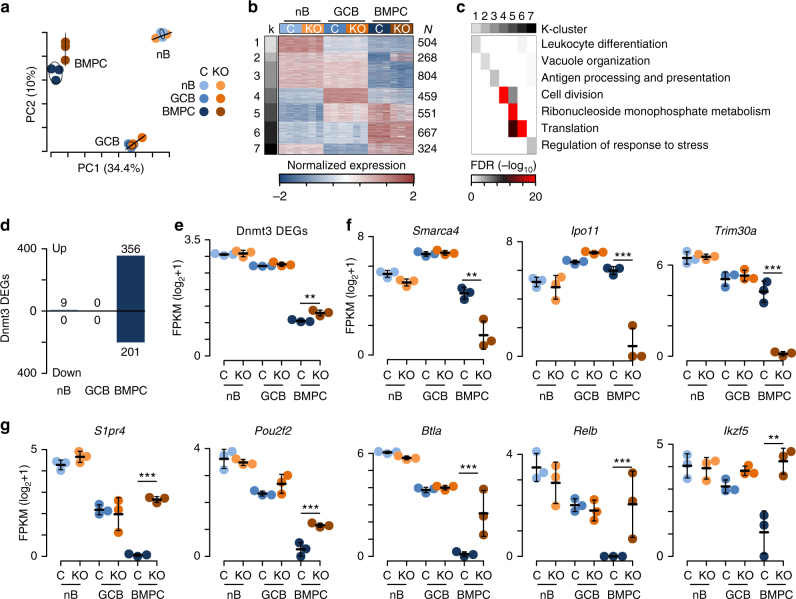
Dysregulation of plasma cell gene expression without Dnmt3a and Dnmt3b. **a** Principle component analysis of gene expression. The percentage in parenthesis is the proportion of variation explained by each component and 95% confidence intervals for each group are drawn. **b** K-means clustering of differentially expressed genes organized into seven categories uniquely. Samples are represented by columns and genes by rows. **c** Gene ontology analysis of genes contained in the K-clusters from **b**. Select ontologies are shown, and the significance of each ontology in each K-cluster (represented by columns) is denoted by color. **d** Number of Dnmt3-specific differentially expressed genes (DEGs) found between Dnmt3-sufficient and -deficient naive B cells (nB), germinal center B cells (GCB), and bone marrow plasma cells (BMPC). Genes upregulated in Dnmt3-deficient cells are shown above and those downregulated are shown below. **e** Average level of expression of all Dnmt3-specific differentially expressed genes shown in **d**. (**f**, **g**) Examples of Dnmt3 differentially expressed genes both downregulated (**f**) and upregulated (**g**) in Dnmt3-deficient BMPC. **FDR ≤ 0.01, ***FDR ≤ 0.001; mean and standard defviation are shown **f**, **g**. Data are from 3 experiments and 24 mice where nB were isolated from 6 mice, GCB were from 12 mice (2 mice were pooled per sample), and BMPC were from 6 mice. Each cell type contained 4 female and 2 male (nB, GCB) or 4 male and 2 female (BMPC) mice split evenly between the genotypes. Differentially expressed genes had an FDR ≤ 0.01 and a fold change ≥ 2

To better understand Dnmt3-dependent gene regulation in the context of B cell differentiation, differentially expressed genes were organized by K-means clustering. Incrementing k from 2 through 6 revealed distinct classes of genes differentially regulated between cell types and when k was set to 7 it identified genes distinctly regulated between Dnmt3-sufficient and -deficient BMPC (Fig. 3b). K-means cluster 2 was the most dysregulated group between Dnmt3-sufficient and -deficient BMPC (4.9-fold change, Tukey’s adj. *P* = 1.32 × 10^−12^). It contained genes that were expressed in nB and GCB and downregulated in control BMPC but not in Dnmt3-deficient BMPC. Annotation of genes contained within each K-means cluster yielded processes consistent with cell-type function (Supplementary Data 2). Statistically significant gene ontology terms associated with B cell function were highlighted in Fig. 3c. For instance, nB expressed genes involved in leukocyte-mediated immunity (cluster 1; e.g., Ccr7 and *Eomes*), GCB expressed genes involved in cell division and somatic hypermutation (cluster 4; e.g., Mki67 and *Aicda*), and BMPC expressed genes involved in translation and ER stress at high levels (cluster 6; e.g., Xbp1). K-means cluster 2 genes, which failed to be repressed in Dnmt3-deficient BMPC to the same degree as Dnmt3-sufficient BMPC, were involved in vacuole and lysosome organization, nucleotide metabolism, and inflammatory processes (Supplementary Data 2), but also included many genes known to be involved in B cell receptor signaling such as *Btk*, *Nfatc*, *Relb*, and *Cd86*.

Differentially expressed genes between Dnmt3-sufficient and Dnmt3-deficient nB, GCB, and BMPC were determined. This revealed that very few genes were aberrantly expressed in Dnmt3-deficient nB and GCB. However, in Dnmt3-deficient BMPC, 356 genes were upregulated and 201 downregulated compared to those from Dnmt3-sufficient mice (Fig. 3d). Summarizing the gene expression level of all Dnmt3-specific differentially expressed genes showed that these genes were on average downregulated in GCB and BMPC relative to nB, but that in Dnmt3-deficient BMPC they failed to be repressed to the same level as in Dnmt3-sufficient BMPC (Fig. 3e). Gene ontology annotation of genes downregulated in Dnmt3-deficient versus -sufficient BMPC indicated reduced expression of genes that mediate chromatin remodeling (e.g., Smarca4 and Yeats2) and regulate nuclear transport of ribosomal proteins (*Ipo11* and *Tnpo1*) (Supplementary Data 2). Other downregulated genes were involved in inhibition of NF-κB signaling (*Trim30a*) and cell cycle checkpoint (*Chek2* and *Pidd1*) (Fig. 3f). Conversely, genes upregulated in Dnmt3-deficient BMPC as compared to control BMPC included genes involved lysosome organization, nucleic acid-templated transcription, and metabolic processes (Supplementary Data 2). Other notable genes include *S1pr4*, which encodes a homing receptor important for B cell localization; *Pou2f2*, which encodes Oct-2, a factor required for B cell proliferation^36,37^; and Btla, which encodes an inhibitory receptor that is upregulated upon lymphocyte activation^38^; Relb, which is part of an activating heterodimeric NF-κB transcriptional complex; and the lymphocyte-specific transcription factor *Ikzf5* (Fig. 3g). Thus, gene expression reflected cell-type function and was primarily Dnmt3-independent in nB and GCB, but Dnmt3-deficient plasma cells showed dysregulation of genes involved in chromatin and transcription, organelle organization, metabolism, and activation.

RNA-seq reads were annotated to the B cell receptor to investigate the immunoglobulin (Ig) heavy (IgH) and light (IgL) chain repertoires. Ig expression composed 4.0% and 2.7% of all mRNAs that mapped to known genes in nB and GCB, respectively. Not surprisingly, BMPC expressed very high levels of Ig genes, accounting for 47.4% of all mRNAs (Supplementary Fig. 5a). Analysis of Ig isotype showed that nB expressed more than 99% IgM and IgD isotypes as expected, whereas GCB and BMPC Ig transcripts were 79% and 70% class-switched, respectively (Supplementary Fig. 5b). PE-specific GCB primarily expressed IgG isotypes similar to that previously reported^35^, whereas BMPC also expressed IgA isotypes. IgH variable, diversity, and joining chains were also examined, which showed similar repertoires of the variable region between Dnmt3-sufficient and Dnmt3-deficient nB, PE-specific GCB, and BMPC (Supplementary Fig. 5c). Notably, PE-specific GCB were mostly derived from a VH1-81 rearrangement, which may reflect their initial binding specificity to PE.

### De novo DNA methylation in B cell differentiation

To determine the functional targets of Dnmt3a and Dnmt3b in B cell differentiation, the same cells analyzed by RNA-seq were also subject to reduced representation bisulfite sequencing (RRBS)^39^, which resulted in 10× coverage at 1,658,881 CpGs per cell type. A heat map of DNA methylation levels revealed that GCB and BMPC had reduced levels as compared to nB (Fig. 4a), which is consistent with previous reports^6,9–11^. Comparison of the average DNA methylation levels showed that GCB and BMPC had considerably less methylation than nB (Fig. 4a, right). Principle component analysis of DNA methylation data showed components one and two separated samples by cell type, with principle component 1 representing the majority (61.9%) of variation and corresponding to the large number of hypomethylated loci in GCB and BMPC as compared to nB (Fig. 4b, left). Principle component four separated Dnmt3-sufficient and -deficient samples (Fig. 4b, right), indicating a reproducible component attributed to genetic ablation of *Dnmt3a* and *Dnmt3b*.

**Fig. 4:**
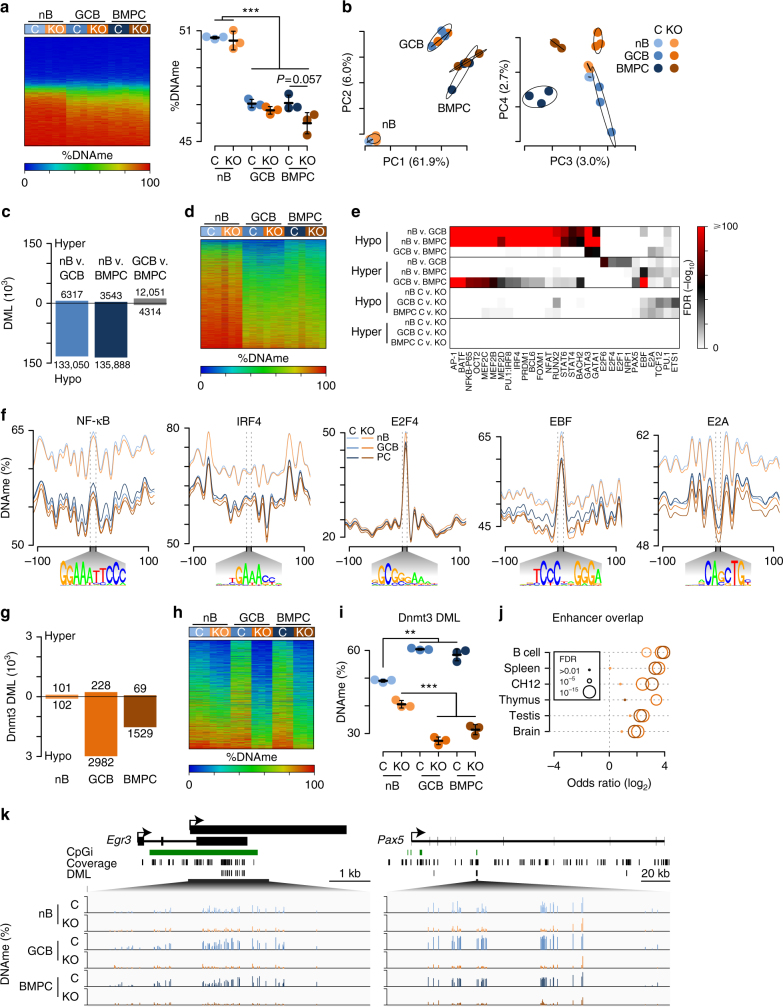
De novo DNA methylation during B cell differentiation. **a** Heat map of DNA methylation (DNAme) in lymph node B220^+^GL7^−^Fas^−^ naive B cells (nB), B220^+^PE^+^GL7^+^Fas^+^ germinal center B cells (GCB), and CD138^+^ bone marrow plasma cells (BMPC) in Dnmt3-sufficient (*Dnmt3a*^fl/fl^*Dnmt3b*^fl/fl^; C) and -deficient (*Cd19*^cre/+^*Dnmt3a*^fl/fl^*Dnmt3b*^fl/fl^; KO) mice (left) and average DNA methylation (right). **b** Principle components analysis of DNAme. The percentage in parenthesis is the proportion of variation explained by each component. **c** Number of differentially methylated loci (DML) between nB, GC, and BMPC cell types. **d** Heat map of all DML identified in **c**. **e** Analysis of motifs enriched within 50 bp of DML. The false discovery rate (FDR) significance is denoted by color (key right) and a full list can be found in Supplementary Data 6. **f** Plot of DNA methylation levels proximal to all genomic binding motifs for the indicated factors. **g** Number of DML between Dnmt3-deficient mice in nB, GCB, and BMPC relative to Dnmt3-sufficient cell types. **h** Heat map of loci identified in **g**. **i** Average DNA methylation for all loci determined in **f**. **j** Overlap of Dnmt3 DML with H3K4me1^+^H3K27ac^+^ enhancers in the designated cell types (light orange: nB; orange: GCB, brown: BMPC). **k** Examples of differentially methylated loci between Dnmt3-sufficient and Dnmt3-deficient cells. Scale is from 0 to 100% DNAme. **P ≤ 0.01, ***P ≤ 0.001, Student's two-sided *t-*test. Data were derived from 3 experiments and 24 mice, where nB were isolated from 6 mice, GCB were from 12 mice (2 mice were pooled per sample), and BMPC were from 6 mice. Each cell type contained four female and two male (nB, GCB) or four male and two female (BMPC) mice split evenly between the genotypes

Differentially methylated loci (DML) between nB, GCB, and BMPC were determined using a statistical model that accounts for Dnmt3-specific effects^40^ (Supplementary Data 3). This identified over 130,000 hypomethylated CpG loci in GCB and BMPC as compared to nB, but only 6317 and 3543 loci that gained DNA methylation in GCB and BMPC, respectively (Fig. 4c). Comparison of GCB and BMPC indicated 12,051 loci that were more methylated in BMPC than GCB and 4314 loci that were less methylated (Fig. 4c). A heat map of all cell-type DNA methylation differences showed that the vast majority of these changes were hypomethylated loci in GCB and BMPC as compared to nB, and GCB contained a set of loci more demethylated than in BMPC (Fig. 4d). Venn diagrams of cell-type DML indicated that most hypomethylated loci in GCB and BMPC as compared to nB were shared, whereas hypermethylated loci in GCB were mostly distinct from those in BMPC (Supplementary Fig. 6a). Comparison of these DNA methylation changes with those observed in dividing B cells responding to the T-cell-independent antigen LPS^6^, indicated that 25% of demethylation events in GCB and BMPC were common to day 3 LPS-induced CD138^+^ plasmablasts, but only ~1% of loci hypermethylated in GCB and BMPC were shared with LPS-induced plasmablasts (Supplementary Fig. 7a). The few loci hypermethylated in response to LPS, gained DNA methylation in Dnmt3-sufficient GCB and BMPC, but not in Dnmt3-deficient cells (Supplementary Fig. 7b). This identifies a common DNA hypomethylation phenomenon in B cell activation, whereas de novo DNA methylation varies more between antigen-type, tissue, and/or time.

Cell-type-specific DML were compared to histone modifications in nB^41–43^, which indicated DML lacked histone 3 lysine 4 tri-methylation (H3K4me3), a modification found at promoters. DML hypermethylated in BMPC relative to nB and GCB had higher levels of histone 3 lysine 4 mono-methylation (H3K4me1) and histone 3 lysine 27 acetylation (H3K27ac), modifications that denote active enhancers^44^ (Supplementary Fig. 6b). Comparison of cell-type DML to active enhancers (demarcated by H3K4me1, H3K27ac, and no H3K4me3) in B cells, splenocytes, the lymphoma cell line CH12, and disparate tissues, including thymus, testis, and brain found that hypomethylated DML in BMPC and GCB as compared to nB preferentially overlapped active enhancers in B cells, splenocytes, and CH12 cells (Supplementary Fig. 6d). Hypermethylated DML in BMPC as compared to nB or GCB were also enriched for active enhancers in the same cell types, but those hypermethylated in GCB were not (Supplementary Fig. 6d). Loci hypermethylated in GCB as compared to nB contained higher levels of the repressive modification histone 3 lysine 27 tri-methylation (H3K27me3). H3K27me3 is deposited by the polycomb complex enzyme EZH2, which is necessary for germinal center B cell formation^45^, plasma cell differentiation^41^, and known to mechanistically recruit the DNA methyltransferases^46^ (Supplementary Fig. 6b). Together, these data indicate that hypomethylated regions during B cell differentiation are common in GCB and BMPC and co-occur at enhancers; whereas, hypermethylated regions are more distinct between GCB and BMPC, with the former coinciding with polycomb-marked regions and the later at enhancers.

Specific transcription factors potentially affected by these DNA methylation changes were investigated by identification of motifs proximal to DML. Regions demethylated in GCB and BMPC versus nB overlapped binding motifs of transcription factors important for B cell activation, such as AP-1 (e.g., BATF), NF-κB, OCT-2, MEF2-B, as well as factors required for differentiation, such as PU.1-IRF8, IRF4, BLIMP1 (encoded by *Prdm1*), BCL6, and BACH2 (Fig. 4e and Supplementary Data 4). The aforementioned activation factors more significantly overlapped regions demethylated in GCB relative to BMPC; whereas regions more demethylated in BMPC than GCB were enriched for GATA3 and GATA1 binding motifs. Regions hypermethylated in GCB relative to nB were enriched for E2F factors 1, 4, and 6, as well as NRF1; whereas BMPC hypermethylated loci were enriched for Pax5 and EBF1 motifs, and to a lesser extent the basic helix-loop-helix (bHLH) factors E2A and TCF12, and ETS factors PU.1 and ETS1 (Fig. 4e). DNA methylation levels relative to all genomic binding motifs showed that GCB and BMPC generally had less DNA methylation than nB, and that more subtle differences existed between GCB and BMPC (Fig. 4f). For instance, GCB had less DNA methylation than BMPC proximal to the binding site of activation factors NF-κB, MEF2-B, and OCT-2, whereas GCB and BMPC DNA methylation levels were about equivalent at differentiation factors IRF4, BLIMP1, and BCL6, but GATA1 had less DNA methylation in BMPC than GCB (Fig. 4f and Supplementary Fig. 6e). Interestingly, the binding sites of E2F factors 1, 4, 6, and NRF1 had equivalent levels of DNA methylation in all cell types and a local increase in DNA methylation at their motif sites, which contain a CpG (Fig. 4f and Supplementary Fig. 6e). These data indicate that transcription factors leave a considerable and organized imprint in the methylome of GCB and BMPC, which were delineated by subtle demethylation differences between their respective activation and differentiation transcription factors.

Comparison of DML between Dnmt3-sufficient and -deficient cell types indicated that relatively few differences exist in nB, but that GCB and BMPC had substantially more DNA methylation differences with the vast majority of CpGs having less DNA methylation in Dnmt3-deficient cells (Fig. 4g). Dnmt3-deficient cells failed to gain DNA methylation at a significant number of loci as illustrated in the heat map of Dnmt3-specific DML (Fig. 4h). Indeed, the average DNA methylation of these Dnmt3-specific loci showed that they gained DNA methylation in GCB and BMPC of Dnmt3-sufficient mice relative to control nB, but lost DNA methylation in the same cell types of Dnmt3-deficient mice (Fig. 4i). Comparison of these Dnmt3-specific loci with B cell histone modifications indicated that they occurred in regions with H3K4me1, H3K27ac, and H3K36me3 (Supplementary Fig. 6c). Consistent with those regions hypermethylated during B cell differentiation, Dnmt3-dependent DML preferentially overlapped active enhancers common to different cell and tissue types (Fig. 4j). Dnmt3-specific DML overlapped binding motifs of EBF1, bHLH factors E2A and TCF12, and ETS factors PU.1 and ETS1 (Fig. 4e). Dnmt3-sufficient cells had more DNA methylation at the genome-wide binding sites of these factors than their Dnmt3-deficient counterparts (Fig. 4f and Supplementary Fig. 6e). Examples of Dnmt3-dependent DML were common in CpG-rich regions, found at regulators of growth and B cell identity including *Egr3* and *Pax5*, respectively (Fig. 4k). In fact, the most differentially methylated locus in *Pax5* was previously identified as an enhancer element that controls *Pax5* expression during B lymphopoiesis^47^. Thus, while the majority of DNA methylation changes were losses associated with B cell activation and differentiation, there were several thousand loci that underwent de novo DNA methylation in germinal center B cells and bone marrow plasma cells.

### Dnmt3-dependent chromatin accessibility in plasma cells

To determine if de novo DNA methylation functionally influences chromatin structure in B cell differentiation, chromatin accessibility was determined for nB, GCB, and BMPC from both Dnmt3-sufficient and -deficient mice using the assay for transposase accessible chromatin sequencing (ATAC-seq)^48^. 

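ATAC-seq uses a transposase to cut open chromatin and attach sequencing adapters to it, so that reads accumulate where chromatin is accessible. The 16 libraries were made from 3000 to 5000 sorted cells each. The nB libraries came from 1 male mouse each, 3 of them Dnmt3-sufficient (C) and 2 Dnmt3-deficient (KO). Each GCB library came from a pool of 2 mice, with 2 C and 4 KO libraries, and the BMPC libraries came from 1 female mouse each, with 3 C and 2 KO libraries. GCB and BMPC were collected 30 days after immunization. The authors mapped the reads to mm9, called peaks in each sample with MACS2 and deposited the reads in each region of the union of peaks, scaled to the reads in all regions of that library (RPPM). The table holds 66177 regions with a median width of 510 bp, between 160 and 3417 bp, and 21.7% of them are annotated as promoter. Every RPPM value was a whole multiple of the value of 1 read in its library. The whole reads recovered in this way totaled between 4104875 and 6079018 per nB library, between 907959 and 2280954 per GCB library and between 5357687 and 8232313 per BMPC library, with medians of 5308068, 1852987 and 6422265. A floor of 3 reads equaled 0.364 RPPM in the deepest library and 3.30 RPPM in the shallowest, and because the reads carry no molecular identifiers this floor covers counting error only. Groups were compared with limma on log2(RPPM + 1) over all 66177 regions in 1 fit of the 16 libraries, and a region was called at an adjusted p of at most 0.01 and a change of at least 2-fold, the limits the paper gives for its edgeR tests. The annotated promoters of the deleted genes read as open chromatin in both genotypes. The Dnmt3a region on chromosome 12 from 3890769 to 3891672 measured 24.0 ± 3.71 RPPM (SD, n = 3) in C BMPC and 23.2 ± 2.73 RPPM (SD, n = 2) in KO BMPC. The Dnmt3b region on chromosome 2 from 153474905 to 153476249 measured 38.9 ± 2.82 RPPM (SD, n = 3) in C BMPC and 43.7 ± 2.73 RPPM (SD, n = 2) in KO BMPC, and neither region was called between genotypes in any cell type.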

Hierarchical clustering and principle component analysis of accessible regions segregated samples by cell type indicating the largest variation in chromatin accessibility reflected cell-type-specific programming (data not shown). 

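Between cell types lay 81.1% of the variance among the 16 libraries (PERMANOVA R2 on log2(RPPM + 1), one-sided exact permutation test over 2018016 arrangements, p = 9.9e-07, the smallest they can give). With a pseudocount of 0.1 RPPM in place of 1 RPPM this share was 74.5%. The first principal component held 52.5% of the variance and the second 28.8%, and the 3 branches of the hierarchical tree held 5 nB, 6 GCB and 5 BMPC libraries. Within a cell type, genotype accounted for 26.4% of the variance in nB (exact permutation test, p = 0.40), 19.3% in GCB (exact permutation test, p = 0.53) and 43.8% in BMPC (exact permutation test, p = 0.10). With a pseudocount of 0.1 RPPM the share in BMPC was 35.2% (exact permutation test, p = 0.20). The smallest p that 3 libraries against 2 allow is 0.10, so the BMPC and nB tests could not have gone lower. Spearman correlations across regions between libraries of the same group had medians of 0.970 in nB, 0.893 in GCB and 0.970 in BMPC. Between C and KO libraries of a cell type the medians were 0.971, 0.903 and 0.952, and between cell types they lay from 0.588 to 0.738. The nB libraries were all from male and the BMPC libraries all from female mice, while GCB pools were of both sexes. Leaving out chrX and chrY gave 81.3% of the variance between cell types.

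**Figure D1:**
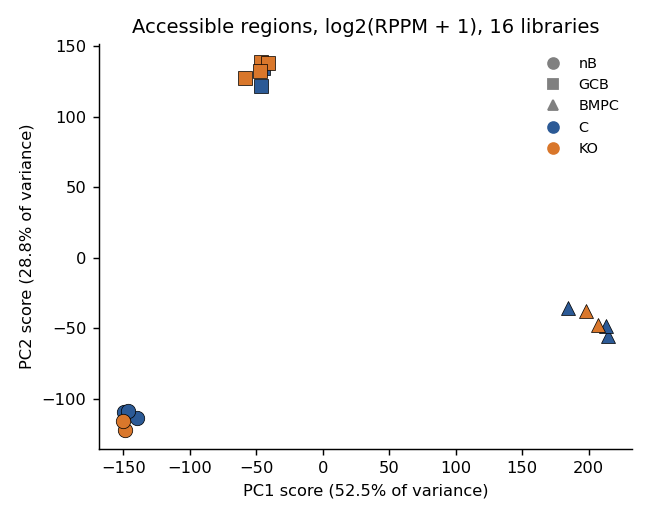
Scores of the 16 libraries on the first 2 principal components of log2(RPPM + 1) over 66177 regions, with the percent of variance on each axis. Shapes stand for cell types and colors for genotype, and C and KO libraries of a cell type lie together, with PC1 separating BMPC from nB and GCB.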

Differentially accessible regions between cell types and Dnmt3-sufficient and -deficient cells were determined and categorized by K-means clustering, revealing pervasive accessibility changes between nB, GCB, and BMPC (Fig. 5a and Supplementary Data 5). These changes were largely consistent between Dnmt3-sufficient and -deficient cell types, and regions of accessibility were found proximal to lineage factors that define nB, GCB, and BMPC, such as CD38, AID, and XBP-1, respectively (Fig. 5a). However, there was a set of regions that exhibited increased accessibility in Dnmt3-deficient BMPC (Fig. 5a, cluster 5).

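Among C libraries, 15029 regions were called between nB and GCB (9427 more accessible in GCB and 5602 less), 25227 between nB and BMPC (11897 more accessible in BMPC and 13330 less) and 20110 between GCB and BMPC (7474 more accessible in BMPC and 12636 less). These are 22.7%, 38.1% and 30.4% of all regions. A pseudocount of 5 RPPM, which pulls low values together, moved these counts most, to 6812, 12287 and 10080. Over the 9 comparisons between cell types and between genotypes, 39856 regions were called at least once and were clustered into 7 groups by K-means with the paper's parameters, on log2(RPPM + 1) scaled within each region. Clusters 1 and 2, with 7403 and 4289 regions, had their highest mean in nB. Clusters 3 and 4, with 5381 and 4789 regions, were highest in GCB. Cluster 5 held 3919 regions low in GCB, cluster 6 held 6133 regions low in nB, and cluster 7 held 7942 regions highest in BMPC.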

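The log2 fold change from nB to BMPC in C libraries correlated with that in KO libraries across the 66177 regions at a Pearson's r of 0.949, and 88.2% of regions changed in the same direction. From nB to GCB the r was 0.902 and 85.1% of regions changed in the same direction, and a pseudocount of 0.1 RPPM gave 0.860. Regions are not independent replicates, so no p is given for these correlations. Of the regions called in C libraries, 76.9% of those between nB and GCB, 79.9% of those between nB and BMPC and 77.7% of those between GCB and BMPC were also called in the same direction in KO libraries, and 0, 1 and 4 regions were called in opposite directions. Of the 12 regions annotated to Cd38, 1 in an intron on chromosome 5 from 44285287 to 44285826 measured 12.2 ± 1.08 RPPM (SD, n = 3) in C nB, 4.07 ± 0.460 (SD, n = 2) in C GCB and 3.52 ± 1.01 (SD, n = 3) in C BMPC. Its log2 fold change was -1.38 from nB to GCB (SE 0.29, adjusted p = 0.00040 from limma with Benjamini-Hochberg adjustment) and -1.57 from nB to BMPC (SE 0.26, adjusted p = 1.0e-05 from the same limma fit). This region had the smallest p for KO against C BMPC. In KO it measured 10.6 ± 0.837 RPPM (SD, n = 2) in nB and 9.89 ± 4.08 (SD, n = 4) in GCB, a smaller fall than in C. Its genotype difference in GCB was not called (log2 fold change 1.03, adjusted p = 0.11 from the same limma fit). The promoter region of Cd38 was not called, at 24.0 ± 6.24 RPPM (SD, n = 3) in C nB, 12.9 ± 1.67 (SD, n = 2) in C GCB and 23.4 ± 2.71 (SD, n = 3) in C BMPC. Its log2 fold change was -0.82 from nB to GCB and -0.01 from nB to BMPC. Of the 7 regions annotated to Xbp1, the promoter region on chromosome 11 from 5420236 to 5422297 measured 60.8 ± 2.82 RPPM (SD, n = 3) in C nB, 40.6 ± 0.204 (SD, n = 2) in C GCB and 75.5 ± 6.13 (SD, n = 3) in C BMPC. It was open in all 3 cell types, and its log2 fold change of 0.31 from nB to BMPC (SE 0.11, adjusted p = 0.017 from limma with Benjamini-Hochberg adjustment) was not called.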

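The K-means cluster with the largest mean difference between KO and C in BMPC was cluster 7, in which the mean of the scaled values was 1.11 in C BMPC and 1.29 in KO BMPC, a difference of 0.182. The next largest difference, in cluster 2, was 0.162. When RPPM values were scaled without the log, the cluster with the largest difference held 3290 regions, with a mean of 0.434 in C BMPC and 1.84 in KO BMPC, a difference of 1.41, and the next largest difference was 0.0826. The mean scaled value of this cluster was -0.314 in C GCB and -0.110 in KO GCB, and -0.769 and -0.805 in C and KO nB.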

**Fig. 5:**
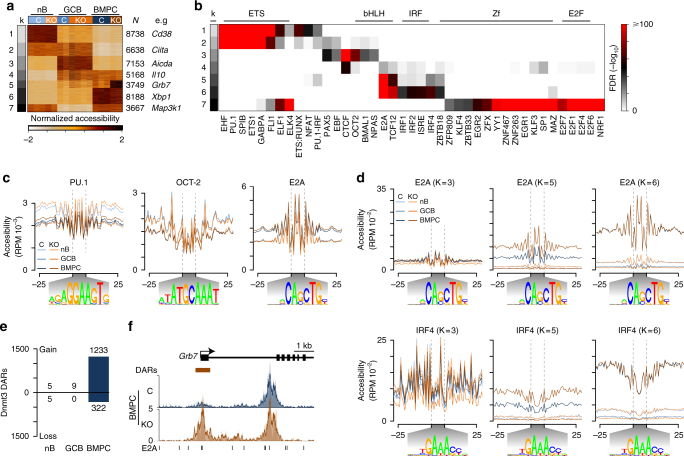
Increased chromatin accessibility in Dnmt3-deficient CD138^+^ BMPC. **a** K-means clustering of differential ATAC-seq peaks in B220^+^GL7^−^Fas^−^ naive B cells (nB), B220^+^PE^+^GL7^+^Fas^+^ PE-specific germinal center B cells (GCB), and CD138^+^ BMPC in *Cd19*^cre/+^*Dnmt3a*^fl/fl^*Dnmt3b*^fl/fl^ (KO) and littermate control (C) mice. The number of peaks in each cluster is denoted on the right. **b** Enrichment of HOMER transcription factor binding motifs in different K-means clusters shown in **a**. **c** Accessibility footprinting of ATAC-seq data shown for all PU.1, OCT-2, and E2A binding motifs genome-wide. Motifs are shown below. **d** Accessibility footprinting at E2A (top) and IRF4 (bottom) binding motifs that fall in specific K-means regions. **e** Number of differentially accessible regions (DARs) between Dnmt3-deficient (KO) and -sufficient (C) mice for nB, GCB, and BMPC. **f** Genome plot of regions containing differentially accessible regions (DARs) around *Grb7*. E2A transcription factor bind motifs are shown below. Data were derived from 3 experiments and 22 mice, where nB were isolated from 5 mice, GCB were from 12 mice (2 mice were pooled per sample), and BMPC were from 5 mice. Mice were either all male (nB), 4 female and 2 male split between the genotypes (GCB), or all female (BMPC)

Accessible regions in each K-means cluster were interrogated for overrepresentation of known transcription factor motifs, which identified increased accessibility of ETS binding sites in nB (e.g., PU.1 and SPI-B); proliferation factors, such as OCT-2 (encoded by *Pou2f2*) in GCB; and basic helix-loop-helix (bHLH, e.g., E2A) and interferon regulatory factor (IRF, e.g., IRF4) motifs enriched in BMPC (Fig. 5b and Supplementary Data 4). Indeed, genome-wide identification of putative PU.1, OCT-2, and E2A sequence binding motifs combined with ATAC footprinting showed that nB, GCB, and BMPC had greater chromatin accessibility at PU.1, OCT-2, and E2A binding motifs genome-wide, respectively (Fig. 5c). 

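HOMER scans were not repeated. Instead, each region on the named mm9 chromosomes was searched on both strands for the core of a consensus listed in Supplementary Data 4: CAGCTG for E2A, GGAAGT for PU.1, GAAAC for IRF4 and ATGCAAAT for Oct-2. Each cluster was compared with the other clustered regions by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 4 cores in 7 clusters. In cluster 1, high in nB, 56.5% of 7393 regions held the PU.1 core against 41.1% of the others (odds ratio 1.86, adjusted Fisher's exact p = 1.1e-125). Cluster 2, also high in nB, had an odds ratio of 1.61 for this core (adjusted Fisher's exact p = 9.4e-49). The Oct-2 core lay in 9.15% of the 5302 regions of cluster 3, highest in GCB, against 6.83% of the others (odds ratio 1.37, adjusted Fisher's exact p = 4.4e-09). It lay in 10.3% of the 6106 regions of cluster 6, which was open in both GCB and BMPC (odds ratio 1.64, adjusted Fisher's exact p = 1.6e-23). In cluster 7, highest in BMPC, 43.8% of 7928 regions held the E2A core against 30.1% of the others (odds ratio 1.81, adjusted Fisher's exact p = 1.3e-115) and 84.1% held the IRF4 core against 70.8% (odds ratio 2.18, adjusted Fisher's exact p = 7.1e-137). Wider regions hold more cores by chance. Within bins of similar region width the odds ratios were 2.10 and 1.74 for PU.1 in clusters 1 and 2, 1.69 and 1.59 for Oct-2 in clusters 3 and 6, and 1.59 and 1.86 for E2A and IRF4 in cluster 7. In cluster 5, whose regions had a median width of 769 bp against 486 bp for the others, the E2A odds ratio of 1.56 became 0.935 within bins of similar width.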

Accessibility footprints present in specific K-means clusters were also interrogated. In this analysis, increased accessibility was observed at several factors, including at E2A sites in BMPC (K = 6) as compared to GCB (K = 3) (Fig. 5d). Conversely, accessibility was remodeled at several sites, such as IRF4, where the motif footprint becomes focused depending on the K-cluster examined (e.g., GCB K = 3 v. BMPC K = 6; Fig. 5d). These results reflect the dramatic remodeling of the epigenome during B cell differentiation.

Accessibility differences between Dnmt3-deficient and Dnmt3-sufficient nB, GCB, and BMPC were determined, revealing few differences in nB and GCB, but that Dnmt3-deficient BMPC had 1233 more accessible and only 322 less accessible regions as compared to Dnmt3-sufficient BMPC (Fig. 5e), suggesting that Dnmt3-deficient BMPC had a general increase in accessibility. These regions largely overlapped those in K-means cluster 5 (see Fig. 5a) and were enriched for transcription factor binding motifs of the bHLH, ETS, IRF, and ETS-IRF composite families (Supplementary Data 4). This was visible in the genome-wide transcription factor footprints, where Dnmt3-deficient BMPC had a subtle increase in accessibility at E2A (bHLH) and PU.1 (ETS) binding motifs as compared to Dnmt3-sufficient BMPC (Fig. 5c). These differences in accessibility appear to be specific to a subset of regions. 

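By limma on log2(RPPM + 1), 60 regions were more accessible and 9 less accessible in KO than in C BMPC, so 87.0% of the called regions had gained accessibility. In GCB 21 regions were more accessible and 0 less accessible in KO. Of these 21 regions, 7 lay on chromosome 7, which holds 6.02% of all regions. In nB 0 regions were called in either direction. At an unadjusted p under 0.05, 4607 regions were higher and 1713 lower in KO BMPC, 4930 were higher and 2871 lower in KO GCB, and 417 were higher and 690 lower in KO nB. This balance depended on the setting. In BMPC it was 2863 higher and 2075 lower with quantile normalization and 7117 and 6843 by edgeR's likelihood ratio test. In GCB it was 4160 and 3974 with quantile normalization, 2408 and 2472 by edgeR's likelihood ratio test and 1253 and 1946 by DESeq2. The alternative that moved the BMPC counts most was edgeR's likelihood ratio test on the recovered reads, with 1329 more accessible and 348 less accessible regions in KO BMPC. The same test called 11 and 1 regions in GCB, 8 of these 12 on chromosome 7, and 5 and 5 regions in nB. On chromosome 7, 6 of the 8 lay between 110910726 and 111656858, where the third C nB library was also lower than the other C nB libraries. Under every alternative to the main test more regions gained than lost accessibility in KO BMPC, with gained counts from 10 to 1329. The difference between the genotype effects themselves was tested as an interaction, and 0 regions passed for BMPC against nB (3470 at an unadjusted p under 0.05) and 0 for BMPC against GCB (5509 at an unadjusted p under 0.05). By edgeR's likelihood ratio test these interactions gave 177 and 75 regions. The region with the largest increase lay outside genes, with S100z as the nearest, on chromosome 13 from 96264434 to 96265443. It measured 0.477 ± 0.390 RPPM (SD, n = 3) in C BMPC, with 2 of the libraries at or under 3 reads, and 23.8 ± 2.23 RPPM (SD, n = 2) in KO BMPC, a log2 fold change of 4.10 (SE 0.61, adjusted p = 0.0019 from limma with Benjamini-Hochberg adjustment). In nB, where no genotype difference was called, the same region measured 5.12 RPPM in 1 C library and at most 0.186 RPPM in the other 4 libraries. The largest decrease was in a region outside genes nearest to Rims2, on chromosome 15 from 39004384 to 39005007. It measured 10.1 ± 1.82 RPPM (SD, n = 3) in C BMPC and 1.57 ± 0.157 RPPM (SD, n = 2) in KO BMPC, a log2 fold change of -2.10 (SE 0.37, adjusted p = 0.0052 from limma with Benjamini-Hochberg adjustment). From the excess of more accessible over less accessible regions in KO BMPC, the paper proposes a general increase in accessibility in Dnmt3-deficient BMPC.

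**Figure D2:**
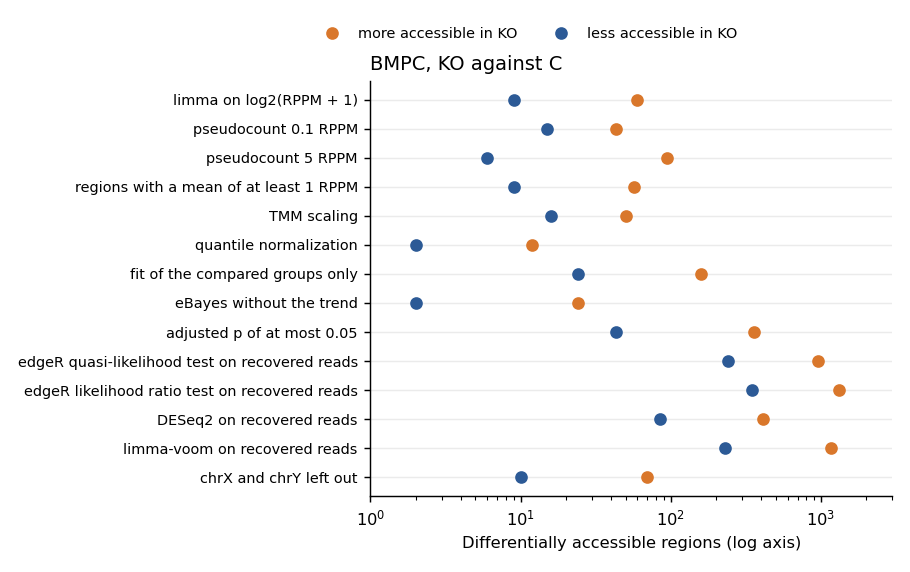
Number of differentially accessible regions between KO and C BMPC on a log axis, by limma on log2(RPPM + 1) in the top line and below it under each alternative that kept all libraries, with limma-voom chosen after the data were seen. Orange points are regions more accessible in KO and blue points regions less accessible, and in every line the orange point lies to the right of the blue one, from 12 against 2 with quantile normalization to 1329 against 348 with edgeR's likelihood ratio test.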

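Of the 60 regions more accessible in KO BMPC by limma, 8 (13.3%) fell in K-means cluster 7 on the log scale, and the other clusters held between 3 and 18 of them. In the cluster of 3290 regions formed without the log lay 22 of the 60 (36.7%). Of the 1329 regions gained by edgeR's likelihood ratio test, 407 (30.6%) fell in cluster 7 on the log scale and 653 (49.1%) in the cluster formed without the log. When the regions called by that test were themselves clustered without the log, a choice made after the data were seen, 779 of the 1329 (58.6%) fell in 1 cluster of 3818 regions. Among the 60 regions, 63.3% held the PU.1 core against 43.2% of the 65833 other regions (odds ratio 2.27, Fisher's exact p = 0.0024, 0.0097 after Benjamini-Hochberg adjustment over 4 cores), and 86.7% held the IRF4 core against 72.6% (odds ratio 2.46, Fisher's exact p = 0.013, adjusted 0.027). The E2A core was in 40.0% against 32.4% (odds ratio 1.39, Fisher's exact p = 0.22, adjusted 0.29), and the Oct-2 core in 5.00% against 5.87% (odds ratio 0.844, Fisher's exact p = 1.00). Within bins of similar region width these odds ratios were 1.82 for PU.1, 1.57 for IRF4, 1.07 for E2A and 0.704 for Oct-2. Which cores passed depended on the list of regions. Among the regions gained by edgeR's likelihood ratio test, 41.9% of 1327 held the E2A core against 32.2% of the others (odds ratio 1.52, Fisher's exact p = 2.0e-13), while the odds ratio was 1.09 for PU.1 (Fisher's exact p = 0.13) and 1.13 for IRF4 (Fisher's exact p = 0.050). Within bins of similar region width these were 1.74 for E2A, 1.21 for PU.1 and 1.24 for IRF4. In the cluster of 3290 regions formed without the log, the odds ratio against the other clustered regions was 1.45 for E2A (Fisher's exact p = 9.4e-23), 1.44 for IRF4 (Fisher's exact p = 5.7e-17) and 0.726 for PU.1 (Fisher's exact p = 1.1e-17), so the PU.1 core was depleted there.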

For example, accessibility footprints of E2A and IRF4 motifs showed substantial differences between Dnmt3-sufficient and -deficient BMPC at their respective motif binding sites in K-means group 5, but not at other K-means groups (Fig. 5d). 

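At the growth factor receptor gene Grb7, 5 accessible regions are annotated, and 1 of them was called in KO BMPC. This region covers promoter, 5′ UTR, exon and intron sequence on chromosome 11 from 98307891 to 98308636. It measured 3.16 ± 0.381 RPPM (SD, n = 3) in C BMPC, from 19 to 21 reads per library, and 17.6 ± 3.30 RPPM (SD, n = 2) in KO BMPC, from 107 to 126 reads per library. The means differed 5.59-fold, with a log2 fold change of 2.16 on log2(RPPM + 1) (SE 0.32, adjusted p = 0.0019 from limma with Benjamini-Hochberg adjustment). Quantile normalization gave a log2 fold change of 1.92 with an adjusted p of 0.013 from limma and a pseudocount of 0.1 RPPM gave 2.44 with an adjusted p of 0.017 from limma, both outside the limit of 0.01. On recovered reads the region passed, with a log2 fold change of 2.40 and an adjusted p of 1.1e-09 by edgeR's quasi-likelihood test, 2.40 and 8.7e-18 by edgeR's likelihood ratio test and 2.44 and 2.1e-08 by DESeq2. In nB the region measured 1.98 ± 0.581 RPPM (SD, n = 3) in C and 2.07 ± 0.135 (SD, n = 2) in KO, and in GCB 2.05 ± 0.412 (SD, n = 2) in C and 2.32 ± 0.832 (SD, n = 4) in KO. The core CAGCTG occurs 0 times in the region and 2 times within 1000 bp of its ends, from 98307035 to 98307040 and from 98309456 to 98309461. Supplementary Data 4 also lists an E2A motif found near PU.1, with the core CACCTG, and this core was searched after CAGCTG was found to be absent from the region. CACCTG or its complement occurs 2 times in the region, from 98308199 to 98308204 in the sequence TTCTCTCCGGGGCACCTGCTCTCTCTCTCT and from 98308234 to 98308239 in CCTCTCTCCTAGCACCTGCTGCTCAGTAGG, and 7 times when 1000 bp on either side are included.

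**Figure D3:**
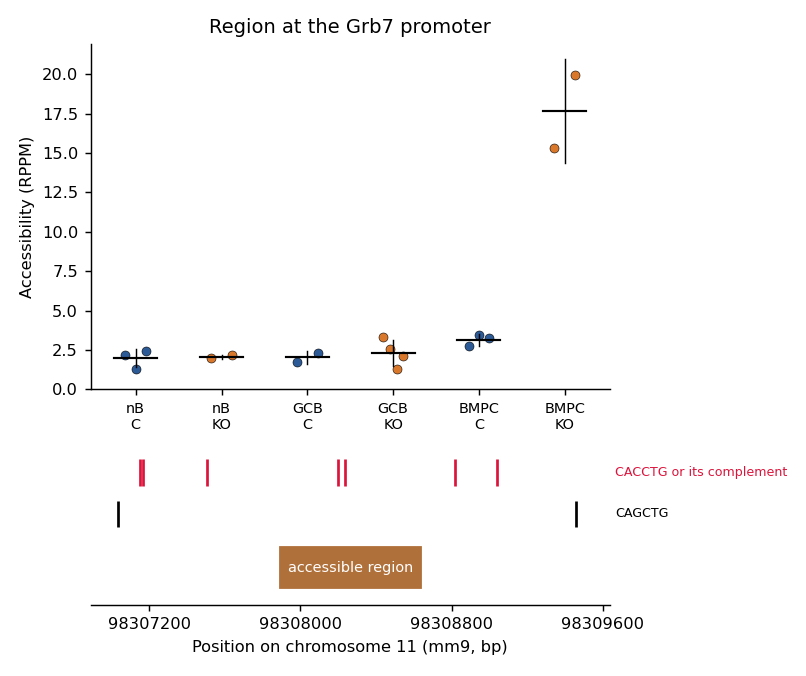
Top, accessibility in RPPM of the region at the Grb7 promoter in each library, with lines for the mean and SD of each group, in which the KO BMPC libraries lie between 15.3 and 20.0 RPPM and all others at or below 3.47. Bottom, a map in mm9 coordinates of the region and of the E2A cores CAGCTG and CACCTG within 1000 bp of it.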

One region that harbored such increases in accessibility and contained multiple E2A binding sites could be found at the promoter of the growth factor receptor gene *Grb7* (Fig. 5f). These data highlighted the exquisite regulation of chromatin accessibility between nB, GCB, and BMPC, and suggest that without de novo DNA methylation, BMPC accumulates an excess of accessible regions at binding motifs of both B cell (e.g., PU.1) and plasma cell (e.g., IRF4 and E2A) factors.

### Dnmt3-dependent repression of plasma cell gene expression

DNA methylation corresponds with gene expression, where actively transcribed genes are depleted of DNA methylation at promoters and enhancers, but contain high levels of gene-body DNA methylation^16^. Gene-body DNA methylation accumulates as elongating RNA polymerase II recruits SetD2 to catalyze H3K36me3, which is in turn bound by the PWWP domains of Dnmt3a and Dnmt3b^16,18^. Indeed, stratification of genes in nB, GCB, and BMPC showed that highly expressed genes in each cell type had a larger depletion of DNA methylation at promoters and more gene-body DNA methylation (Fig. 6a). This was similar in Dnmt3-sufficient and -deficient cell types, although Dnmt3-deficient cells had slightly less DNA methylation, which was most apparent at highly expressed genes.

**Fig. 6:**
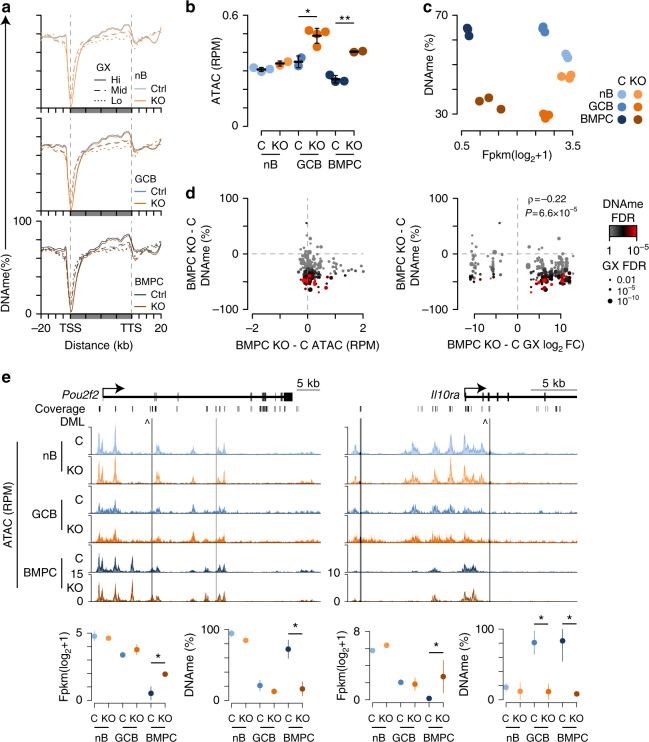
De novo DNA methylation accompanies gene repression in BMPC. **a** Average DNA methylation (DNAme) relative to the transcription start site (TSS) and transcription termination site (TTS) of genes stratified by expression level in lymph node B220^+^GL7^−^Fas^−^ naive B cells (nB; top), B220^+^PE^+^GL7^+^Fas^+^ germinal center B cells (GCB; middle), and CD138^+^ BMPC (bottom) for both *Cd19*^cre/+^*Dnmt3a*^fl/fl^*Dnmt3b*^fl/fl^ (KO; orange) and littermate control (C; blue). **b** Average ATAC-seq accessibility measured at Dnmt3-dependent differentially methylated CpGs. **c** Average gene expression and DNAme at Dnmt3-specific differentially expressed genes (*N* = 90) with proximal differentially methylated loci (*N* = 210). **d** Scatterplot of accessibility change by DNA methylation change for Dnmt3 differentially methylated loci (left), and differentially expressed genes and methylated loci from **c** in BMPC. Spearman's correlation coefficient (*ρ*) and significance of correlation are shown. **e** Examples of differentially expressed genes and methylated loci at the *Pou2f2* and *Il10ra* loci are shown. A schematic of the gene is shown (top) with examples of gene expression and DNA methylation changes shown below. The carrot (^) denotes the CpG shown below. Data are from 5 experiments and 36 mice as described (Figs. 3–5). Mean (**a**, **c**, **d**, **e**) and standard deviation are shown (**b**, **e**)

To better understand how de novo DNA methylation impacts chromatin accessibility and gene regulation, Dnmt3-DML were annotated for chromatin accessibility and location relative to the closest gene (Supplementary Data 7). This revealed that Dnmt3-deficient GCB and BMPC gained chromatin accessibility at these CpG loci, whereas Dnmt3-sufficient controls did not (Fig. 6b), indicating that de novo DNA methylation represses the chromatin state at these loci. 

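Read starts at single CpGs cannot be recovered from values per region, so accessibility was measured over the regions that contain a DML. Supplementary Data 6 lists 213 DML near 91 differentially expressed genes, and 33 of these DML lay inside 13 accessible regions, annotated to 12 genes. The paper's measure in Fig. 6b covers Dnmt3-dependent DML as a whole, so this set is a part chosen by nearby expression. The mean of log2(RPPM + 1) over the 13 regions was 3.13 ± 0.05 (SD, n = 2) in KO BMPC and 2.40 ± 0.11 (SD, n = 3) in C BMPC, a difference of 0.73 (two-sided exact permutation test, p = 0.10, the smallest that 3 libraries against 2 allow). All 13 regions were higher in KO BMPC, against 54.2% of all regions, and the mean difference exceeded that of every one of 10000 random lists of regions matched on accessibility. The lists were not matched on nearness to differentially expressed genes, so they cannot separate the DML from that choice. The limma test called 1 of the 13. In GCB the mean was 2.78 ± 0.10 (SD, n = 4) in KO and 2.38 ± 0.06 (SD, n = 2) in C, a difference of 0.40 (two-sided exact permutation test, p = 0.067, the smallest that 4 libraries against 2 allow). In nB it was 2.78 ± 0.01 (SD, n = 2) in KO and 2.57 ± 0.09 (SD, n = 3) in C, a difference of 0.20 (two-sided exact permutation test, p = 0.20). The GCB and nB differences lay at the 99.8th and 99.9th percentiles of their random lists. Widening the measure to the 71 regions within 1 kb of a DML moved the differences most, to 0.34 in BMPC, 0.19 in GCB and 0.05 in nB. The difference between the BMPC and nB effects was 0.53 (exact permutation test within cell types, p = 0.22) and that between the BMPC and GCB effects 0.34 (exact permutation test, p = 0.44).

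**Figure D4:**
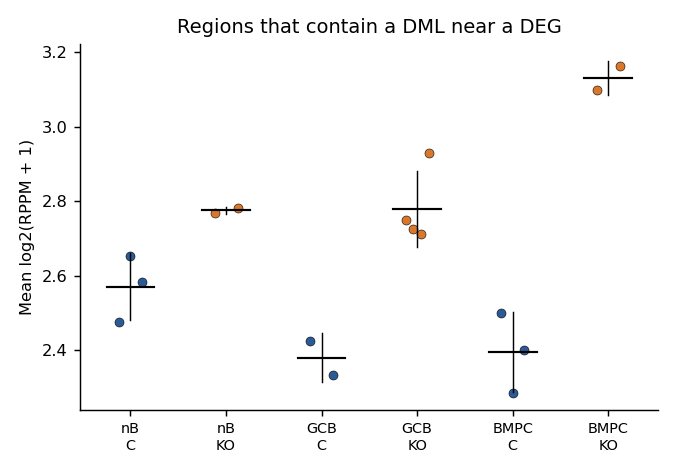
Mean log2(RPPM + 1) over the 13 regions that contain a DML near a differentially expressed gene, 1 point per library, with lines for the mean and SD of each group. The KO BMPC libraries lie at 3.10 and 3.16 and the C BMPC libraries between 2.28 and 2.50.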

Comparison of CpG loci and genes found 213 DML in proximity to 91 differentially expressed genes, which was more than expected (*P* *=* 4.2 × 10^−6^). The average expression of these genes and DNA methylation at these loci showed that Dnmt3-deficient GCB and BMPC failed to gain DNA methylation at these loci and Dnmt3-deficient BMPC failed to repress gene expression to the same extent as their Dnmt3-sufficient counterparts (Fig. 6c). Inspection of individual gene/loci showed that a subset of Dnmt3-specific DML were associated with accessibility gains in BMPC and the DNA methylation of these same loci were negatively correlated with gene expression changes in Dnmt3-deficient BMPC (Fig. 6d). This suggests that DNA methylation at these regions serves to repress chromatin accessibility and inhibit transcription in BMPC. Indeed, several regions near key B cell activation genes, such as *Pou2f2* (encodes Oct-2), *Cd86*, *Nfatc1 Ebf1*, and *Il10ra*, failed to acquire DNA methylation at CpGs that coincided with increased accessibility at the boundaries of open chromatin, and aberrant expression in Dnmt3-deficient BMPC (Fig. 6e and data not shown). These data show that de novo DNA methylation preserves the chromatin architecture and is needed to fully repress the gene expression program of key B cell fate and activation genes during plasma cell differentiation.

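The files annotate 13 regions to Pou2f2, 15 to Cd86, 25 to Nfatc1, 54 to Ebf1 and 12 to Il10ra. In KO BMPC 8, 11, 18, 17 and 11 of these were higher than in C BMPC, 1, 2, 10, 5 and 2 had an unadjusted p under 0.05, and 0 were called by limma. The regions nearest the transcription starts had log2 fold changes of -0.13 at Pou2f2, -0.03 at Cd86 and -0.26 at Nfatc1. They were -0.28 at Ebf1 and 0.35 at Il10ra. Of the regions at each gene, the region with the smallest p is given next. At Nfatc1 it lies in an intron on chromosome 18 from 80831206 to 80831370. It rose from 0.520 ± 0.119 RPPM (SD, n = 3), or 3 to 4 reads per library with 2 of the 3 at the floor, in C to 3.97 ± 0.980 RPPM (SD, n = 2), or 25 to 27 reads, in KO. Its log2 fold change was 1.70 (SE 0.35, adjusted p = 0.018 from limma with Benjamini-Hochberg adjustment), and by edgeR's likelihood ratio test it was 2.80 with an adjusted p of 8.6e-06, which passed. The intronic region of Cd86 on chromosome 16 from 36655964 to 36656384 measured 0.615 ± 0.429 RPPM (SD, n = 3) in C and 1.72 ± 0.318 (SD, n = 2) in KO, a log2 fold change of 0.78 (SE 0.29, adjusted p = 0.28 from limma with Benjamini-Hochberg adjustment). At Pou2f2 the intronic region on chromosome 7 from 25897443 to 25898159 measured 4.59 ± 0.226 RPPM (SD, n = 3) in C and 6.72 ± 0.798 (SD, n = 2) in KO, a log2 fold change of 0.46 (SE 0.22, adjusted p = 0.51 from limma with Benjamini-Hochberg adjustment). At Il10ra it lies 22604 bp from the transcription start, in an intron annotated to BC049352, on chromosome 9 from 45054043 to 45054624. It measured 9.12 ± 0.818 RPPM (SD, n = 3) in C and 16.0 ± 1.99 (SD, n = 2) in KO, a log2 fold change of 0.74 (SE 0.23, adjusted p = 0.14 from limma with Benjamini-Hochberg adjustment). By edgeR's likelihood ratio test its log2 fold change was 0.74 with an adjusted p of 0.0012, which missed only the 2-fold limit. At Ebf1 the region with the smallest p was lower in KO. This region lies in an intron on chromosome 11 from 44763834 to 44764480, and 6.85 ± 1.98 RPPM (SD, n = 3) in C fell to 3.01 ± 0.557 (SD, n = 2) in KO, a log2 fold change of -0.95 (SE 0.27, adjusted p = 0.10 from limma with Benjamini-Hochberg adjustment). By edgeR's likelihood ratio test this loss passed, with a log2 fold change of -1.19 and an adjusted p of 0.00043.

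**Figure D5:**
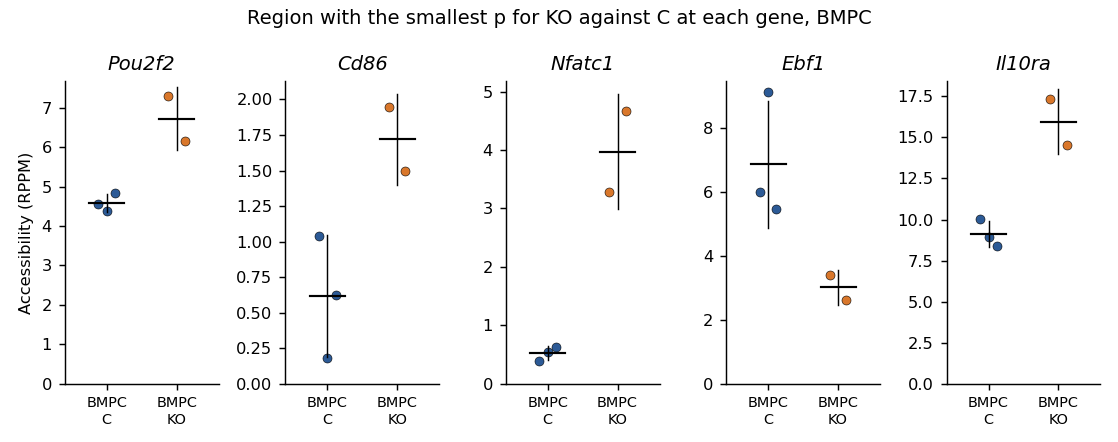
Accessibility in RPPM of the region with the smallest p for KO against C BMPC at each of 5 genes, 1 point per library, with lines for the mean and SD. KO lies above C at Pou2f2, Cd86, Nfatc1 and Il10ra and below C at Ebf1, and each panel has its own axis from 0.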

## Discussion

Deletion of *Dnmt3a* and *Dnmt3b* during B cell development resulted in mature B cells that appeared normal with regard to cellular phenotype and frequency in the lymph nodes, spleen, and bone marrow. This was further supported by molecular analyses that showed very few transcriptional and epigenetic changes in Dnmt3-deficient naive follicular B cells as compared to Dnmt3-sufficient counterparts and is consistent with a recent whole-genome bisulfite analysis^49^. However, immunization of Dnmt3-deficient mice resulted in expanded antigen-specific germinal center B cells and serum antibodies as compared to Dnmt3-sufficient animals. Bone marrow Dnmt3-deficient and -sufficient chimera mice corroborated these findings and showed that they occurred by a cell autonomous mechanism, and indicated that the Dnmt3 deficiency results in an accumulation of plasma cells in the spleen and bone marrow. Molecular analyses of Dnmt3-sufficient and -deficient naive B cells, germinal center B cells, and bone marrow plasma cells indicated that the largest differences in transcriptional and epigenetic programming occurred in bone marrow plasma cells. Specifically, these results indicated that Dnmt3-deficient plasma cells failed to gain DNA methylation at over a thousand loci and that a significant portion of these genes failed to be fully repressed. Annotation of differentially expressed, methylated, and/or accessible genes indicated that these genes were involved in B cell lineage specification (e.g., Ebf1), cytokine signaling (e.g., *Il10ra*), anatomical localization (e.g., *S1pr4*), and B cell activation (e.g., *Cd86*, *Pou2f2*, *Nfatc1*, and *Nfatc2*). Thus, these results demonstrate that de novo DNA methylation limits the B cell activation program and regulates plasma cell differentiation.

The observation that B cell development is largely undisturbed in the absence of the de novo DNA methyltransferases was somewhat surprising given the importance of these enzymes in mammalian development^25^. This may be explained by the fact that common lymphoid precursors gain copious amounts of DNA methylation^10,50^, a developmental step that occurs just before CD19 expression, which was used to delete Dnmt3a and Dnmt3b. Indeed, others who have deleted *Dnmt3a* and *Dnmt3b* using *Mb1-cre*, which is expressed earlier than *Cd19-cre*^51^, found that deletion of *Dnmt3a* and *Dnmt3b* resulted in precocious Igκ rearrangement^52^. We did not, however, observe skewing in the variable chain usage of the IgH or Igκ in naive B cells, germinal center B cells, or bone marrow plasma cells. Nonetheless, immunization of Dnmt3-deficient mice resulted in increased B cell activation and differentiation, a phenomenon that was more pronounced over extended antigenic challenge (i.e., 30 days) but was harder to discern over shorter time periods. This suggests that de novo DNA methylation may have relatively modest effects on gene expression during B cell differentiation, but as DNA methylation changes accumulate and are propagated through cell division they result in a skewing toward the plasma cell fate. Indeed, when *Dnmt3a*^26^ or *Dnmt3a* and *Dnmt3b*^27^ were deleted in hematopoietic stem cells, increases in self-renewal and progressive defects in hematopoiesis were most apparent after several months and multiple serial transplantations in competition with wild-type control cells. Likewise, analysis of bone marrow chimeras here showed that Dnmt3-deficient B cells had increased activation and accumulation of splenic and bone marrow plasma cells as compared to controls.

Previous molecular analyses indicated pervasive DNA hypomethylation apparent in both germinal center B cells and plasma cells, suggesting that this occurs during the initial stages of B cell activation and proliferation and is subsequently propagated to progeny cell fates^6,8–11^, consistent with the data generated here. There were, however, more modest gains in DNA methylation in germinal center B cells and plasma cells as compared to naive B cells. This de novo DNA methylation was largely Dnmt3-dependent and clustered in contiguous regions around genes that are normally downregulated during B cell differentiation, such as *Egr3, Ebf1, Il10ra, Nfatc2, Pax5*, and *Pou2f2*. Although a significant portion of these Dnmt3-dependent DNA methylation changes were associated with gene expression changes, many were only partially repressed, and the majority were not. This suggests that during plasma cell differentiation, DNA methylation is not the initiating mechanism of gene silencing, but rather transcription factors and other epigenetic mechanisms are employed to restrict gene expression and that Dnmt3-dependent DNA methylation is a complementary means of fully repressing expression at a subset of genes. Irrespective of antigen (PE-CFA vs. LPS), there is a global hypomethylation of ~10% of CpGs, with a significant portion of these regions overlapping regulatory elements. It is likely that the paucity of significant gains in DNA methylation observed in response to LPS^6^ was simply due to the short duration of the response (3 days). Therefore, de novo DNA methylation likely functions to reinforce the silencing of B-cell-specific genes.

Integrative analyses of gene expression, DNA methylation, and chromatin accessibility revealed the exquisite transcriptional and epigenetic regulation, as well as the contribution of de novo DNA methylation to germinal center B cell and plasma cell differentiation. While, little to no molecular differences were observed between Dnmt3-sufficient and -deficient naive B cells, Dnmt3-deficient germinal center B cells failed to accumulate methylation, yet there was little perturbation in gene expression and chromatin accessibility. This could be the result of selection of germinal center B cells for a specific gene expression program and/or it may indicate that the external stimulus from cytokines and antigen overpowers any effects on gene expression from the Dnmt3-dependent DNA methylation during the germinal center reaction. Alternatively, there may be something in the bone microenvironment and/or cognate core regulatory program that makes plasma cell gene expression more susceptible to influence of Dnmt3-dependent DNA methylation. In sharp contrast to germinal center B cells, there was a significant overlap and inverse correlation of DNA methylation and gene expression changes in bone marrow plasma cells. These Dnmt3-dependent DNA methylation changes occurred at regions that function as enhancers in a diverse set of cell types and overlapped binding motifs for EBF1, bHLH factors E2A and TCF12, and ETS factors PU.1 and ETS1. Moreover, this de novo DNA methylation repressed the chromatin state of individual CpGs, and Dnmt3-deficient plasma cells consistent with the Dnmt3-dependent DNA methylation motif analysis contained increased chromatin accessibility at E2A, PU.1, IRF4, and ZBTB18 binding motifs, transcription factors previously identified as regulated by DNA methylation, and/or the de novo DNA methyltransferases^52–54^. Indeed, the co-occurrence of de novo DNA methylation with the boundaries or “shores” of chromatin accessibility suggest that DNA methylation demarcates a larger epigenetic architecture of plasma cells. These results show that de novo DNA methyltransferases mediate important epigenetic programming differences that are necessary for limiting B cell activation, establishing the plasma cell gene expression program, and repressing plasma cell differentiation.

## Methods

### Ex vivo differentiation

B cells were isolated using immunomagnetic separation (Miltenyi Biotec) to negative sort splenic CD43^−^ B cells. Cells were labeled with CTV (ThermoFisher scientific) at a concentration of 20 × 10^6^ cells/ml in PBS. B cells for LPS differentiation were plated at 0.5 × 10^6^ cells/ml and provided an initial stimulation of LPS (20 µg/ml; Sigma #L2630), IL-2 (20 ng/ml; eBioscience #14-8021), and IL-5 (5 ng/ml; eBioscience #14-8051). Half doses of LPS and cytokines were given on every 24 h. CD40L-stimulated cells were plated at 0.2 × 10^6^ cells/ml and given daily stimulation with CD40L (100 ng/ml; R&D Systems), IL-4 (10 ng/ml; R&D Systems), and IL-5 (5 ng/ml; R&D Systems).

### Mice and PE-CFA immunization

*Dnmt3a*^*fl/fl*^ (*Dnmt3a*^*tm3.2Enl*^)^28^ and *Dnmt3b*^*fl/fl*^ (*Dnmt3b*^*tm5.1Enl*^)^29^ mice were previously described and crossed to Cd19^cre/wt^ mice (B6.129P2(C)-*Cd19*^*tm1(cre)Cgn*^/J (Jackson stock # 006785). Mice were between 8 and 12 weeks of age at the start time of experiments and were housed by the Emory Division of Animal Resources. Approximately equal ratios of male and female Dnmt3-sufficient and Dnmt3-deficient mice were used for all experiments and are defined in the figure legends. All protocols were approved by the Emory Institutional Animal Care and Use Committee (IACUC) and included a power analysis for proposed experiments. Investigators were not blinded and no animals were excluded from analysis unless otherwise noted. Experiments were balanced such that similar numbers of mice were included in each group.

PE-CFA immunization was prepared similar to that previously described^34^. Briefly, R-Phycoerythrin (PE; Prozyme) was emulsified in a 1:1 ratio of Complete Freud’s Adjuvant (CFA; Sigma-Aldrich) and PBS such that 15 μg of PE was used per 100 μl CFA:PBS. Mice were immunized subcutaneously with 100 μl of PE-CFA in the flank.

### Flow cytometry and cell isolation

Splenic and lymph node cell suspensions were made by mechanically forcing tissues through a 40 µm filter. Bone marrow cells were isolated from femurs and tibias by fracturing the bones in a mortar and pestle. Splenic and bone marrow red blood cells were lysed with ACK lysis buffer (0.15 M NH_4_Cl, 10 mM KHCO_3_, 0.1 mM EDTA) for 30 s prior to quenching the reaction with 4 volumes RPMI 1640 media (Corning Cellgro) supplemented with 10% heat-inactivated fetal bovine serum (Sigma-Aldrich), 1% MEM non-essential amino acids, 100 μM Na pyruvate (Sigma), 10 mM HEPES (Sigma), 0.0035% β-mercaptoethanol (Sigma-Aldrich).

Cells were washed and resuspended at 10^7^ cells/ml in PBS with 1% BSA and 2 mM EDTA and blocked with anti-Fc (anti-CD16/CD32) (Tonbo Biosciences, 2.4G2) at a final concentration of 0.25 μg/10^6^ cells for 15 min on ice, prior to staining. Flow cytometry panels included the following stains to remove auto-fluorescent cells: anti-CD11b (Tonbo Biosciences M1/70), anti-CD11c (Tonbo Biosciences N418), anti-CD90.2 (Tonbo Biosciences 30-H12), and anti-Ly6-G (Tonbo Biosciences 1A8) conjugated to FITC or APC-Cy7 each at a concentration of 0.25 μg/10^6^ cells. The following antibody fluorophore and dyes were used to assess cellular phenotype: anti-B220-PerCP-Cy5.5 or -PE-Cy7 (Tonbo Biosciences, RA3-6B2) at 0.05 μg/10^6^ cells; anti-CD43-FITC (BD #553270) at 0.125 μg/10^6^ cells; anti-CD138-PE, -BV421, or -BV711 (BD, 281-2) at 0.025 μg/10^6^ cells; anti-GL7-eFluor660 (eBioscience GL7) at 0.025 μg/10^6^ cells; anti-CD45.1-APC-Cy7 (Tonbo Biosciences A20); Viability Violet Stain (Life Technologies L34955), Ki-67-PE-Cy7 at 0.025 μg/10^6^ cells (BD Biosciences B56). Cells were stained for 30 min and fixed using 1% paraformaldehyde prior to analysis. For intracellular stains (Ki-67), cells were permeabilized with PBS with 1% BSA, 2 mM EDTA, 0.1% sodium azide, and 0.1% saponin and stained for 30 min prior to fixing in 1% paraformaldehyde. Staining panels included fluorescence minus one controls to ensure that correct compensation was applied, as well as isotype controls to assess non-specific staining. Representative flow gating strategies are shown in Supplementary Fig. 8. Flow cytometric analysis was conducted on a Becton Dickinson (BD) LSRII, and FCS files were exported using FACSDiva (v6.2). Analysis of flow cytometric data was conducted in R/Bioconductor (v.3.2.2) using the “flowCore” (v.1.36.9) package or FlowJo software (v9.7.6). Validation data for all antibodies used are available on the manufacturer’s website.

### Bone marrow chimera mice

For bone marrow cells CD45.2^+^ Dnmt3-sufficient (*Dnmt3a*^*fl/fl*^ *Dnmt3b*^*fl/fl*^) were bred to CD45.1^+^ C57BL/6J mice (B6.SJL-Ptprca Pepcb/BoyJ; Stock No: 002014) and CD45.1^+^ CD45.2^+^ *Dnmt3a*^*fl/+*^ *Dnmt3b*^*fl/+*^ offspring were used as controls for Dnmt3-deficient mice (CD45.2^+^ *Cd19*^*cre*^ *Dnmt3a*^*fl/+*^ *Dnmt3b*^*fl/+*^). Bone marrow cells were isolated from femurs and tibias of 8–12-week-old mice and red blood cells were lysed in ACK lysis buffer (0.15 M NH_4_Cl, 10 mM KHCO_3_ 0.1 mM EDTA). Dnmt3-sufficient and -deficient bone marrow cells were mixed 1:1 and tail vein injected into mice that were irradiated with 950 rads. Mice were fed antibiotic water containing 2% sucrose, 0.5 mg/ml neomycin, 0.0125 mg/ml polymyxin B for 7 days after irradiation and were immunized with PE-CFA 8 weeks after irradiation.

### Enzyme-linked immunosorbent assay

For determination of PE-specific IgM, IgA, IgG1, IgG2a, IgG2b, IgG2c, and IgG3 antibodies, flat-bottom ELISA plates (Evergreen Scientific) were coated with PE (Prozyme) diluted in borate-buffered saline to a concentration of 5 μg/ml. Plates were incubated overnight at 4 °C, washed, blocked with 3% non-fat dry milk for 2 h at room temperature, washed, and diluted sera samples were added. Following a second overnight incubation at 4 °C, plates were washed and horseradish peroxidase (HRP)-conjugated goat anti-mouse IgM, IgG1, IgG2b, IgG2c, and IgG3 (Southern Biotechnology) were applied. After a final wash, TMB ELISA peroxidase substrate (Rockland Immunochemicals) was applied to develop a color reaction, and optical density at 650 nm (OD_650_) was collected by a Synergy HT Multi-Mode Microplate Reader (BioTek). The first three wash steps were performed with PBS containing 0.05% Tween 20 while the final wash was performed with PBS. Antibody concentrations were determined by comparing antibody levels for experimental samples with the standard curves of purified mouse IgM, IgA, IgG1, IgG2a, IgG2b, IgG2c, and IgG3 (Southern Biotech). Significant differences in antibody levels between samples were determined using two-sample *t*-tests with a *P* value of 0.05 being considered significant.

### Immunofluorescence

OCT-embedded lymph nodes were sectioned at 7 microns onto positively charged glass slides and stored at −80 °C until staining. The slides were fixed for 10 min in 75:25 acetone/ethanol at room temperature. Sections were serum blocked for 30 min at room temperature with PBS containing 10% v/v normal mouse serum, 10% v/v normal rat serum, 10% v/v normal donkey serum, 2% w/v bovine serum albumin, 0.05% w/v sodium azide, and 1 μg/ml anti-CD16/32 clone 2.4G2 (clone 2.4G2 ATCC HB-197). Biotin blocking was performed with an Endogenous Biotin Blocking Kit (ThermoFisher E21390) per the manufacturer’s instructions. Slides were then stained with a primary antibody cocktail of anti-CD90.2-FITC (1:100, clone 30-H12, Biolegend, 105306), GL7-Biotin (1:20, eBioscience, 13-5902-81), and anti-IgD-A647 (1:50, clone 11–26c.2a, Biolegend, 405708) in serum blocking buffer. Secondary stain consisted of anti-FITC-A488 (1:100, polyclonal, Life Technologies, A11090) and Strepavidin-Hilyte555 (1:20, Anaspec, 60666) in serum blocking buffer. Coverslips were mounted with Pro-Long Gold Antifade Mountant (ThermoFisher, P36930). Between each step, slides were washed with PBS 4× 30 s and dried on the grate of a BSC. Slides were cured overnight and imaged on a Zeiss Axio Observer A1 using Zen software (v2.0.0.0).

### mRNA-seq

mRNA-seq was performed from 5000 FACS-isolated cells for all samples. Cells were sorted using a FACS Aria (Becton-Dickson) into RPMI 1640 media (Corning Cellgro) supplemented with 10% heat-inactivated fetal bovine serum (Sigma-Aldrich), 1% MEM non-essential amino acids, 100 μM sodium pyruvate (Sigma), 10 mM HEPES (Sigma), 0.0035% β-mercaptoethanol (Sigma-Aldrich). Cells were then centrifuged at 500 × *g* for 10 min and media was decanted prior to resuspension in 600 μl of RLT buffer (Qiagen) with 1% β-mercaptoethanol and frozen at −80 °C. RNA was extracted with RNeasy microkit (Qiagen #74004) according to the manufacturer’s directions with on-column DNase digestion. RNA quality was checked on an Agilent Bioanalyzer and had an RNA Integrity Number greater than 7. Reverse transcription was done using the SMART-Seq v2 kit (Clontech) and adapters were added using the Nextera kit (Illumina). Libraries were quantitated and quality controlled using an Agilent Bioanalyzer and qPCR quantitation method (Kapa Biosystems), prior to pooling and 50 bp paired-end sequencing on a HiSeq 2500 (Illumina).

### mRNA-seq analysis

FASTQ files from mRNA-sequencing were quality trimmed using FastQC (v0.11.5; https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) with the default settings. Quality trimmed FASTQ files were mapped to the mouse genome (mm9) using Tophat^55^ (v2.1.1) with the following settings: “-p 10 -N 2 --max-multihits 1 --read-gap-length 1”. Mapped BAM files were sorted with SAMtools (v0.1.19-96b5f2294a)^56^. Gene-level expression of UCSC KnownGenes^57^ were determined by calculating the number of reads that uniquely overlap gene exons using R/Bioconductor (v.3.2.3)^58^ and the “summarizeOverlaps” function of the GenomicAlignments package (v1.6.3)^59^. Differentially expressed genes (DEGs) were determined using EdgeR (v3.12.1)^60^, where a Benjamini–Hochberg FDR ≤0.05 and a twofold change in expression was required for significance. Only genes expressed at more than 1 FPKM in at least two samples were considered for differential analysis. Gene ontology of differentially expressed genes was performed using the R/Bioconductor GOStats package (v.2.36.0) and considered dependencies and similarities in calculating GO term *P* values, which were subsequently FDR corrected. Gene set enrichment analysis (GSEA)^61^ used the pre-ranked option based on the significance of differential expression determined by EdgeR. K-means clustering was performed using the “kmeans” function of the “stats” package in R/Bioconductor and used a maximum number of 50 iterations with 100 random sets determine K-groups.

Immunoglobulin heavy (IgH) chain and light chain expression as well as IgH isotype were determined by annotating reads to IMGT^62^ defined immunoglobulin genes. The percentage of Ig reads were calculated as the total number of reads mapping to Ig genes relative to all other reads mapped to UCSC KnownGenes.

### Reduced representation bisulfite sequencing

Reduced representation bisulfite sequencing (RRBS) was performed from 5000 cells isolated in parallel with those used for mRNA-seq. Cells were lysed in buffer (20 mM Tris (pH 8.0), 4 mM EDTA, 20 mM NaCl, and 1% SDS) with proteinase K and RNase A at 67 °C overnight. DNA was isolated using phenol–chloroform–isoamylalcohol and ethanol precipitation. DNA was split into separate *MspI* (New England Biolabs) and *TaqI* (New England Biolabs) digestions and incubated overnight with 1000 units of enzyme. Digested DNA was combined and cleaned up using a 1.8× solid phase reversible immobilization (SPRI) beads (Agencourt AMPure XP Beads; Beckman Coulter). Aliquot of 1 pg of lamda DNA (New England Biolabs, #N3011S) was spiked-in to each reaction as an unmethylated control. DNA was end-repaired and A-tailed using the Hyper Prep Kit (KAPA Biosystems) following the manufacturer’s protocol. Short Truseq compatible sequencing adapters that contained fully methylated cytosine residues synthesized (Integrated DNA Technologies) and ligated also using the Hyper Prep Kit (KAPA Biosystems). Adapter-ligated DNA was bisulfite treated using the EpiTect Bisulfite Kit (Qiagen), modifying the manufacturer’s protocol by increasing the denaturation temperature to 99 °C and extending the time from 5 to 10 min. Adapter-ligated bisulfite-treated libraries were amplified 12–13 times using HiFi Uracil + Polymerase (KAPA Biosystems) and library concentration was estimated using the qPCR library quantification kit (KAPA Biosystems) and size estimation by a high sensitivity DNA Bioanalyzer (Agilent Technologies). Libraries were sequenced using 50 bp paired-end reads on a HiSeq 2500 by the Genome Technology Center at New York University (NYU).

### RRBS analysis

RRBS FASTQ files were quality trimmed using FastQC (v0.11.5) and mapped to the mouse genome (mm9) using Bismark (v0.16.3)^63^ using the following options: “--bam --chunkmbs 1024 –multicore 8”. Mapped BAM files were sorted with SAMtools (v0.1.19-96b5f2294a)^56^ and methylation calls were extracted using the “Rsamtools” (v.1.22.0) and “data.table” (v.1.9.6) packages, as well as custom R scripts as previously described^6^. Coverage was determined for all CpGs with 10× coverage in each sample (*N* = 615,148) and in each group (*N* = 1,658,881). Differential analysis was performed on all CpGs w/ 10× coverage per group using dispersion shrinkage for sequencing (v2.10.0)^64^, where significance was determined by an FDR ≤0.05 and an absolute change in DNA methylation ≥20%. Heat maps, principle component analyses, and average methylation were performed on CpGs with coverage in each sample. The odds ratio of overlap of differentially methylated CpGs with enhancers in B cells, splenocytes, the lymphoma cell line CH12, thymus, testis, and brain tissue was determined using Fisher’s exact test as previously described^6^. Briefly, active enhancer regions were defined as regions that harbor histone modifications H3K4me1 and H3K27ac but lack H3K4me3^44^ as determined from published chromatin immunoprecipitation sequencing (ChIP-seq) experiments (Gene Expression Omnibus GSE51336^43^ and GSE51011^42^). Enriched regions were either those that were published by the ENCODE project^43^ (http://genome.ucsc.edu/cgi-bin/hgFileSearch?db=mm9) or were determined by MACS software (v1.4)^65^.

### The assay for transposase accessible chromatin sequencing

ATAC-seq was performed on 3000–5000 sorted cells similarly to that previously described^48,66^. Briefly, cells were pelleted at 500 × *g* for 10 min at 4 °C and resuspended in 50 μl nuclei lysis buffer (10 mM Tris pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% IGEPAL) and centrifuged at 500 × *g* for 30 min at 4 °C. Nuclei were resuspended in 22.5 μl of tagmentation DNA buffer (Illumina) with 2.5 μl tagmentation enzyme (Illumina) at 37 °C for 60 min. DNA was isolated by proteinase K digestion (2 μg) at 40 °C for 30 min followed by negative (0.6×) and positive (1.2×) size selection with SPRI beads (Agencourt AMPure XP, Beckman Coulter). ATAC-seq libraries were amplified 12–13 times with Hifi Polymerase (Kapa Biosystems) and quantitated by qPCR (Kapa Biosystems) and high sensitivity bioanalyzer (Agilent) and sequenced using 50 bp paired-end sequencing on an Illumina HiSeq 2500 (Illumina) by NYU Genome Technology Center.

### ATAC-seq analysis

ATAC-seq FASTQ files were quality trimmed using FastQC (v0.11.5) and mapped to the mouse genome (mm9) using Bowtie (v2.2.6)^67^, using the default options. Mapped SAM files were sorted and converted to BAM files with SAMtools (v0.1.19-96b5f2294a)^56^. Accessible regions were determined using MACS2 (v2.1.0.20151222)^65^ with the following options: “callpeak -g mm –q 0.01”. The union of all sample peaks was determined in R (v3.2.3)^58^ using the package “GenomicRanges” (v1.22.4)^59^. The number of reads in accessible regions was used to normalize the signal with the following equation:

1 $${\rm{RPM}} = {\rm{reads}} \times \frac{{10^6}}{{{\rm{total}}\;{\rm{reads}}\;{\rm{in}}\;{\rm{peaks}}}}$$

RPM denotes reads per million. As a quality-control metric the number of reads in peaks was determined and samples that did not contain 5–25% of reads in peaks were eliminated from subsequent analysis. This included one sample. Differentially accessible regions were determined using edgeR (v3.12.1)^60^ for all accessible regions, where an FDR ≤0.01 and a signal fold change ≥2 was required for significance. K-means clustering of differentially accessible regions was performed in R using the function “kmeans” with the parameters: “iter.max = 1000, nstart = 100”. K-means clusters were annotated for enrichment of transcription factor motifs by determining the genome-wide binding motifs of transcription factors defined by the software HOMER^68^, using the function “scanMotifsGenomeWide.pl” and then testing for overrepresentation in each K-means group using Fisher’s exact test. Transcription factor footprinting was calculated by counting only the base at which the ATAC-seq read began and centering it relative the transcription factor binding motifs determined above using custom R scripts available upon request.

### Integrative analysis

Meta-analysis of the DNA methylation levels across genes (stratified by expression) was calculated by annotating each CpG to the closest transcript and polynomial smoothing the average DNA methylation using the R function “loess” with the parameter: “span = 0.1”. The accessibility of cytosines in a CpG context was determined by calculating the normalized number of ATAC-seq reads that started on the cytosines of CpGs that are differentially methylated between Dnmt3-sufficient and Dnmt3-deficient cell types. Significance of overlap of differentially methylated CpGs and differentially expressed genes were determined by annotating each CpG to the closest transcript and determining the expected overlap given the number of differentially methylated CpGs in the context of total CpGs covered and number of differentially expressed genes. The significance of the inverse correlation between gene expression and DNA methylation was measured using Spearman’s *ρ* and significance was determined using ANOVA.

### Code availability

All codes are available upon request.

### Data availability

Sequence data that support the findings of this study have been deposited in the Gene Expression Omnibus with the primary accession code GSE89471.

## Electronic supplementary material

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

# Supplementary material for: B cell activation and plasma cell differentiation are inhibited by de novo DNA methylation
**Source:** Nat Commun. 2018 May 15;9:1900. doi: 10.1038/s41467-018-04234-4
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information for

*B cell activation and plasma cell differentiation are inhibited by de novo DNA methylation*

Barwick *et al.*

## Supplementary Figure 1

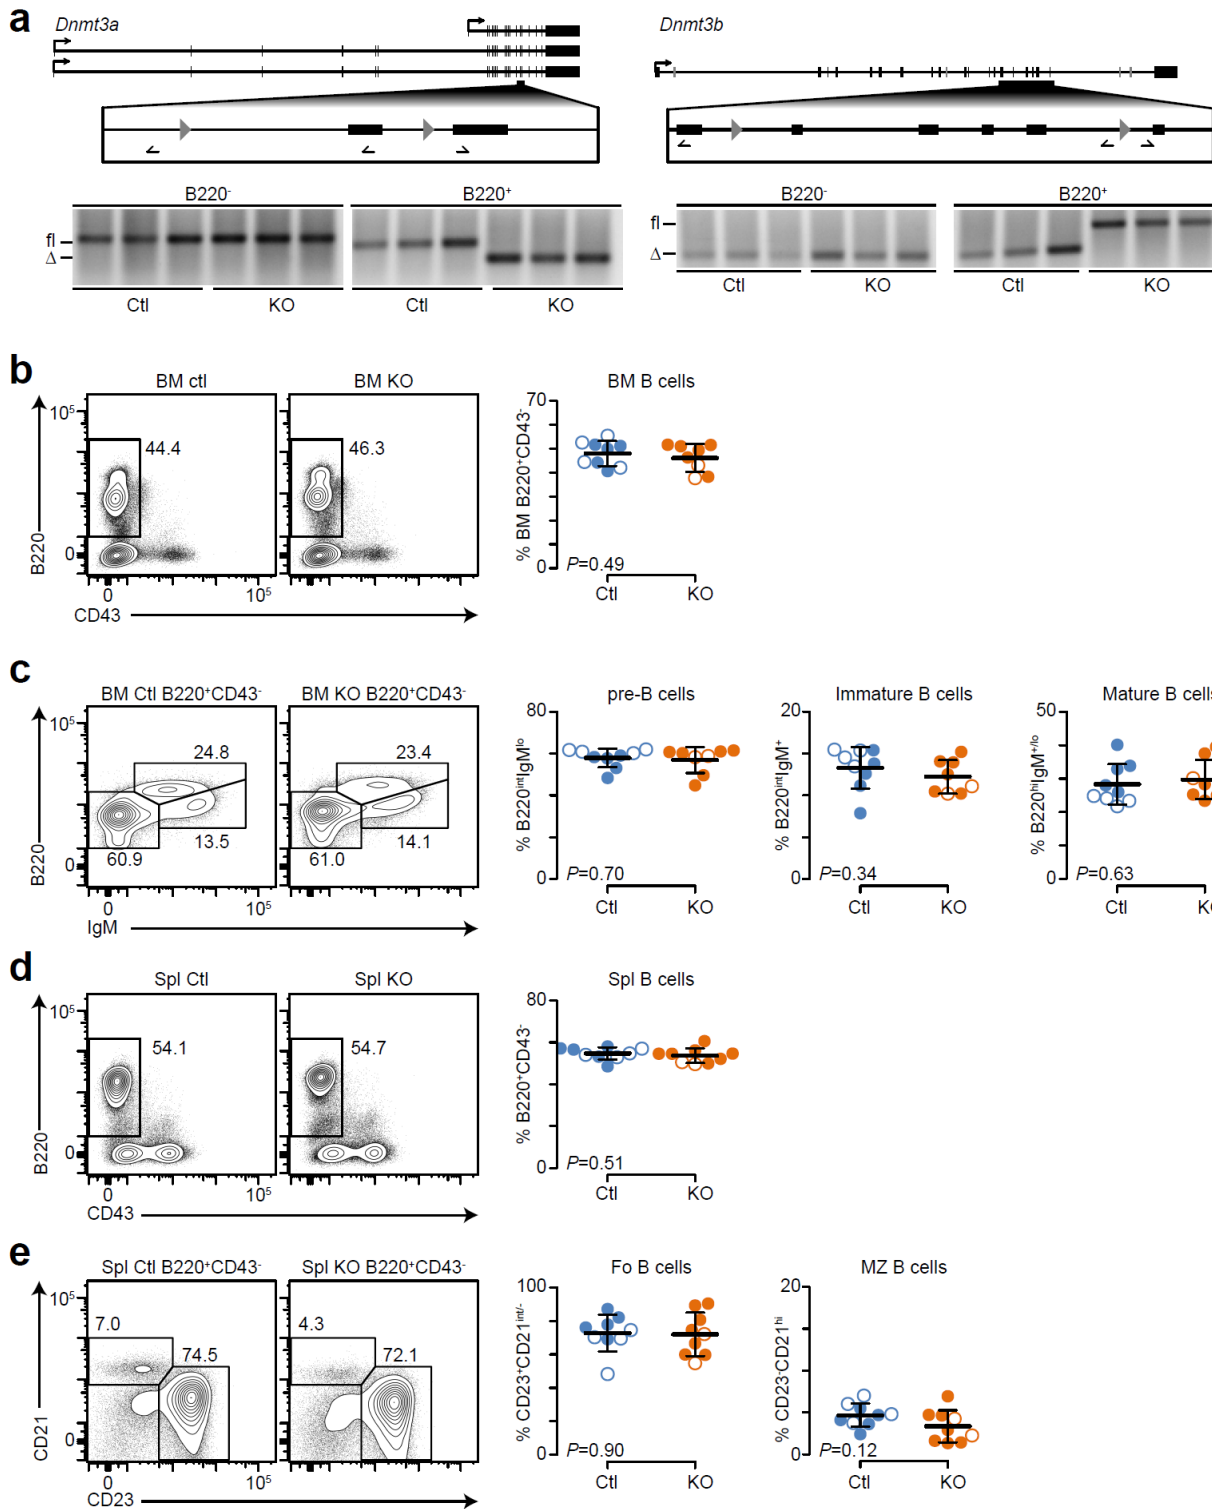

**Supplementary Figure 1.** B cell development is phenotypically normal in *Dnmt3*-deficient mice. **(a)** Schematic of *Dnmt3a* (left) and *Dnmt3b* (right) with regions flanked by *loxP* sites (gray triangles) enlarged. PCR primers (black arrows) were used to amplify the region and measure genomic

rearrangement in bone marrow B cells (B220<sup>+</sup>) and non B cells (B220<sup>-</sup>). Both Dnmt3-sufficient (*Dnmt3a<sup>fl/fl</sup> Dnmt3b<sup>fl/fl</sup>*; Ctl) and Dnmt3-deficient (*Cd19<sup>cre</sup> Dnmt3a<sup>fl/fl</sup> Dnmt3b<sup>fl/fl</sup>*; KO) mice are shown. **(b)** B220 and CD43 expression in the bone marrow (BM) from representative Ctl and KO mice. Data are summarized showing the frequency of B220<sup>+</sup>CD43<sup>-</sup> B cells in the BM (right). **(c)** IgM and B220 expression on B220<sup>+</sup>CD43<sup>-</sup> gated bone marrow B cells shown in part **b**. The three gates represent B220<sup>int</sup>IgM<sup>-</sup> pre-B cells, B220<sup>int</sup>IgM<sup>+</sup> immature B cells and B220<sup>hi</sup>IgM<sup>+/lo</sup> mature B cells. **(d)** B220 and CD43 expression in the spleen (Spl) from Ctl and KO mice. **(e)** CD23 and CD21 expression on splenic B220<sup>+</sup>CD43<sup>-</sup> B cells. Quantitation of CD23<sup>+</sup>CD21<sup>int/-</sup> follicular and CD23<sup>-</sup>CD21<sup>hi</sup> marginal zone B cells are shown on the right. All data are lymphocyte size gated and CD11b<sup>-</sup>. *P*-values were calculated using a two-sided *t*-test. Data are from two experiments with 6 and 7 mice per experiment (**a**) or 8 and 10 mice per experiment (**b-e**), female mice are denoted by open circles and male by closed circles. Mean and standard deviation are shown on summary beeswarm plots.

## Supplementary Figure 2

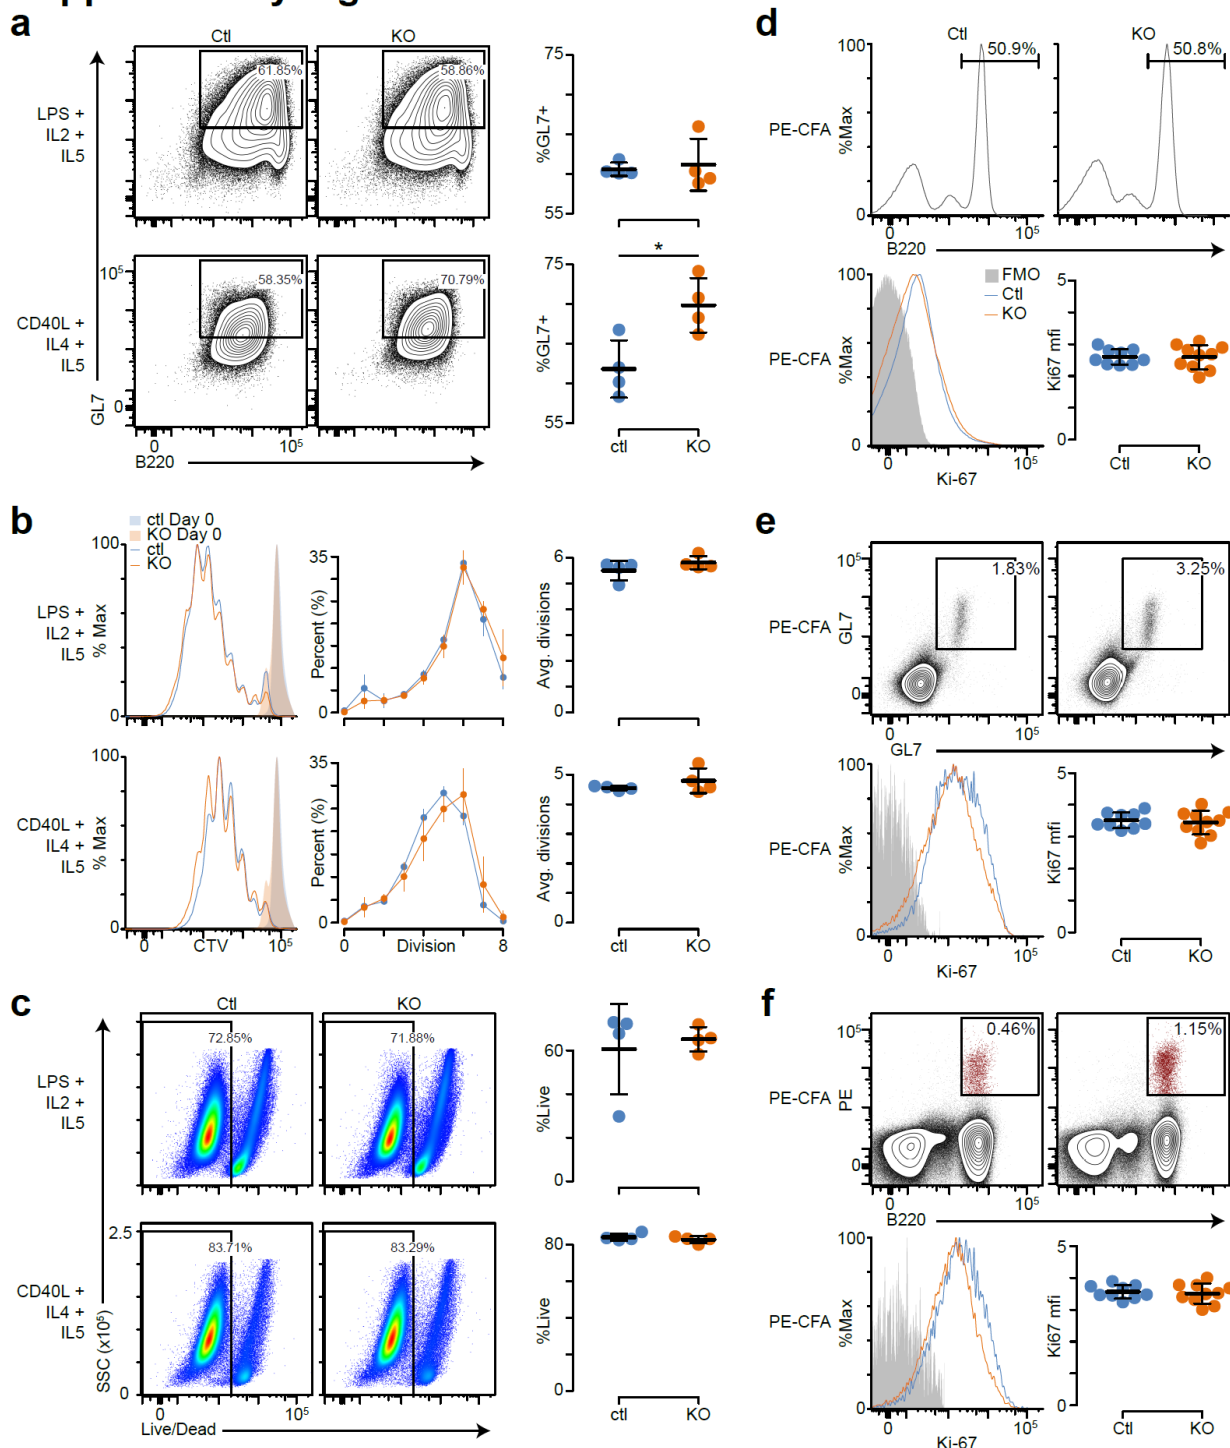

**Supplementary Figure 2.** Dnmt3-deficient B cells undergo increased activation *ex vivo* in response to T-cell stimuli. **(a)** B cell activation measured using GL7 reactivity for Dnmt3-sufficient (Ctl) and –deficient (KO) B cells stimulated *ex vivo* for 3 days using T cell-independent stimulus consisting of lipopolysaccharide, IL2, and IL5 (LPS+IL2+IL5; top), or CD40 ligand, IL4, and IL5 (CD40L+IL4+IL5; bottom). Quantitation is shown (right). **(b)** Cell division measured using cell trace violet (CTV) dilution.

Percent of cells by division is quantitated (middle) and the average number of divisions for each differentiation is shown (right). **(c)** Cell death was measured using a cell exclusion live/dead dye for both LPS+IL2+IL5 (top) and CD40L+IL4+IL5 (bottom) conditions and quantitated (right). **(d-f)** Ki-67 staining on total B220+ B cells **(e)**, B220+GL7+Fas+ germinal center B cells **(e)**, and PE-specific B cells **(f)**, all 30 days after PE-CFA immunization. Representative B cells subsets for Ctl (top left) and KO (top right) mice, and Ki-67 staining (bottom left) are shown with mean fluorescence intensity (MFI) is quantitated (bottom right). Data are from one experiment with 8 mice including B cells from 4 Ctl and 4 KO mice **(a-c)** or one experiment with 19 mice including 9 Ctl and 10 KO **(d-f)**. Mean and standard error are shown and *P*-values were calculated using a two-sided *t*-test (\**P* < 0.05, \*\**P* < 0.01).

## Supplementary Figure 3

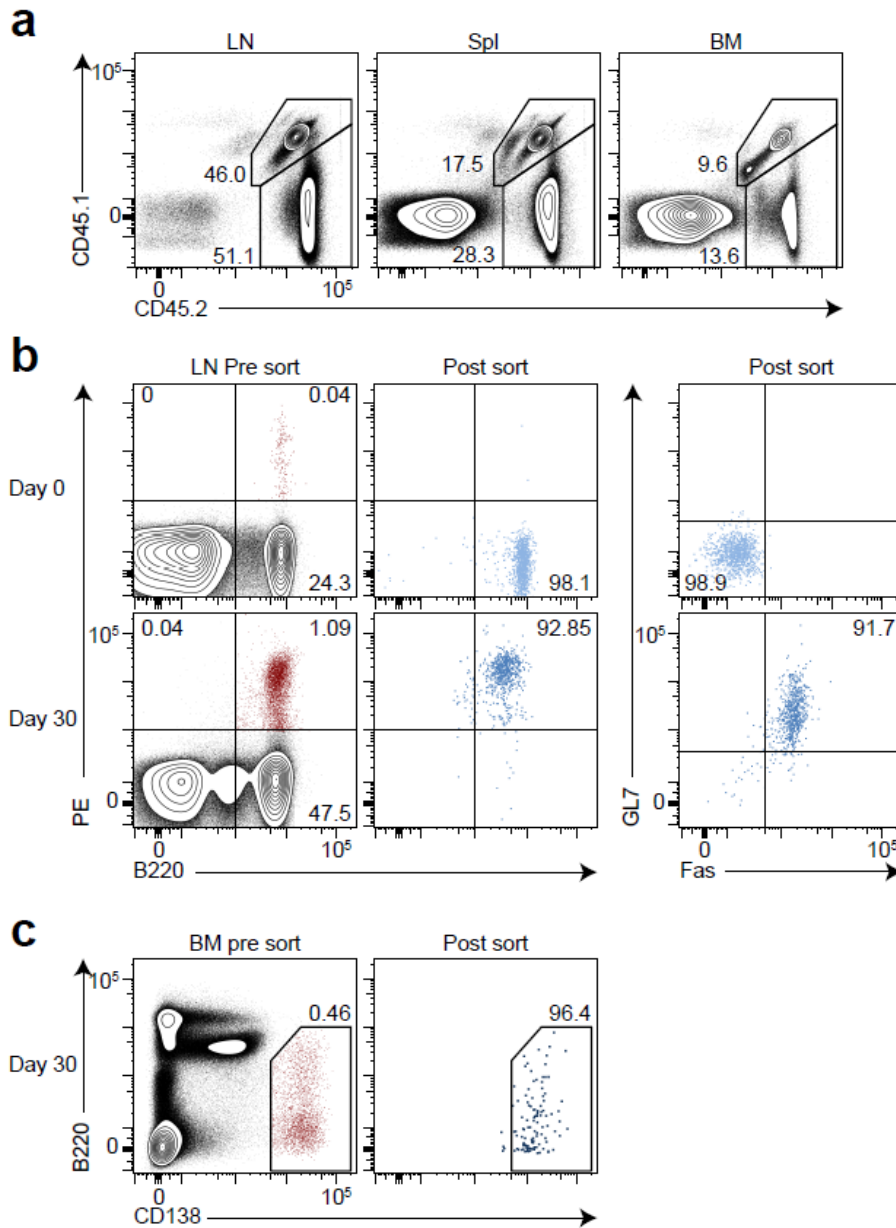

**Supplementary Figure 3.** Frequency of Dnmt3-sufficient and --deficient cells in mixed bone marrow chimera mice and isolation of naive B cells (nB), germinal center B cells (GCB), and bone marrow plasma cells (BMPC) for molecular analyses. **(a)** CD45.1 and CD45.2 expression in the inguinal and periaortic lymph nodes (LN), spleen (Spl), and bone marrow (BM) of chimeric mice made from CD45.2<sup>+</sup> *Cd19*<sup>cre/+</sup> *Dnmt3a*<sup>fl/fl</sup> *Dnmt3b*<sup>fl/fl</sup> (KO) and CD45.1<sup>+</sup>CD45.1<sup>+</sup> *Dnmt3a*<sup>fl/+</sup> *Dnmt3b*<sup>fl/+</sup> (Ctl) bone marrow cells. **(b)** B220 expression and PE-binding in lymph nodes (left) and post sort populations (middle) as well as Fas and GL7 expression on B220<sup>+</sup>PE<sup>+</sup> B cells (right). **(c)** B220 and CD138 expression in bone marrow cells before (left) and after (right) sorting. Data are representative from two experiments with 5 and 4 mice per experiment **(a)** or 5 experiments where nB were isolated from 8 mice or 6 mice, GCB were

isolated from 14 mice (2 mice were pooled for RNA-seq and RRBS analyses), and BMPC were isolated from 8 mice or 6 mice.

# Supplementary Figure 4

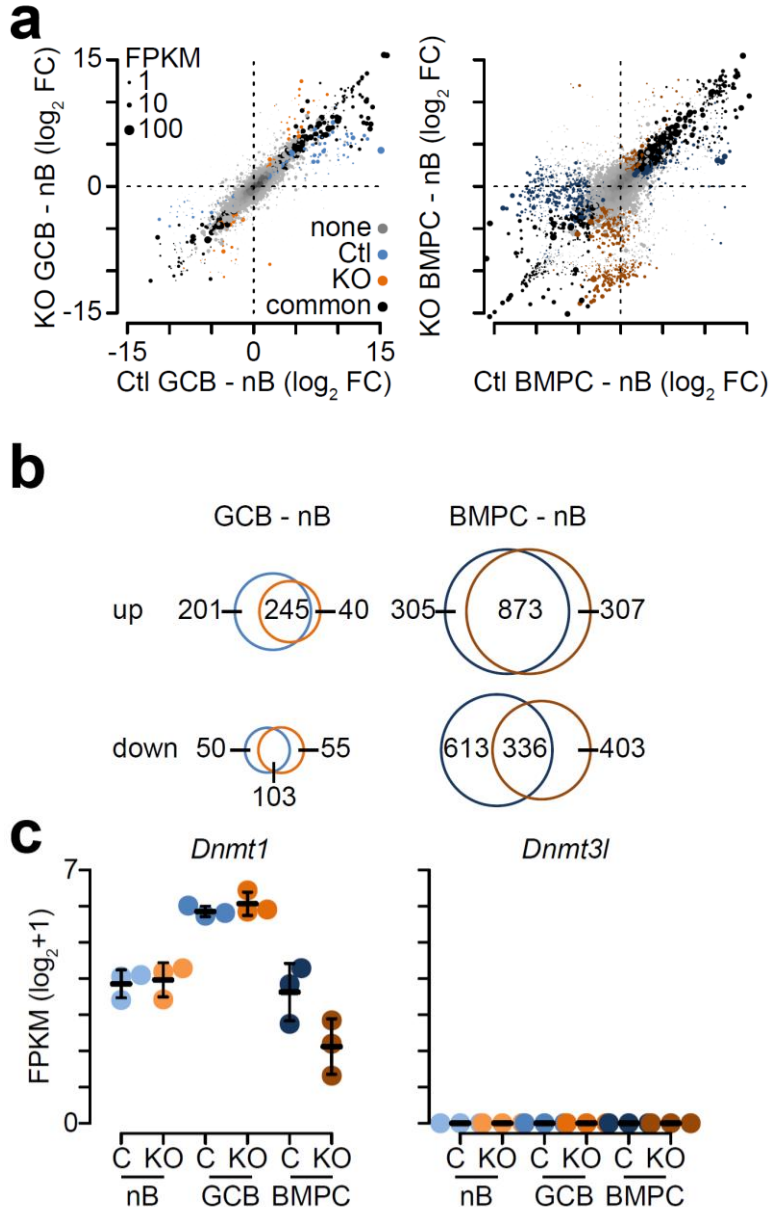

**Supplementary Figure 4.** Aberrant gene regulation in *Dnmt3*-deficient bone marrow plasma cells (BMPC). **(a)** Scatter plot of gene expression changes between naive B cells (nB) and germinal center B cells (GCB; left) and BMPC (right) for *Dnmt3*-sufficient (Ctl; x-axis) and -deficient (KO; y-axis) mice. The size of the dot represents the level of gene expression represented in fragments per kilobase per million reads (FPKM; see key top right) and differentially expressed genes between nB, GCB, and BMPC are denoted in blue (Ctl only), orange (KO only), or black (both Ctl and KO). **(b)** Venn diagram of differentially expressed genes between nB and GCB (left) or nB and BMPC (right). Both upregulated (top) and downregulated (bottom) genes are shown relative to nB. **(c)** Expression of DNA methyltransferases *Dnmt1* and *Dnmt3l* genes. Mean and standard deviation are shown. RNA-seq data

are from 18 samples from 24 mice and 3 experiments, where 3 KO and 3 Ctl samples were analyzed for nB, GCB, and BMPC and two mice were pooled for GCB. Each cell type contained 4 female and 2 male (nB, GCB) or 4 male and 2 female (BMPC) mice split evenly between the genotypes. Differentially expressed genes had an FDR  $\leq 0.01$  and a fold-change  $\geq 2$ .

## Supplementary Figure 5

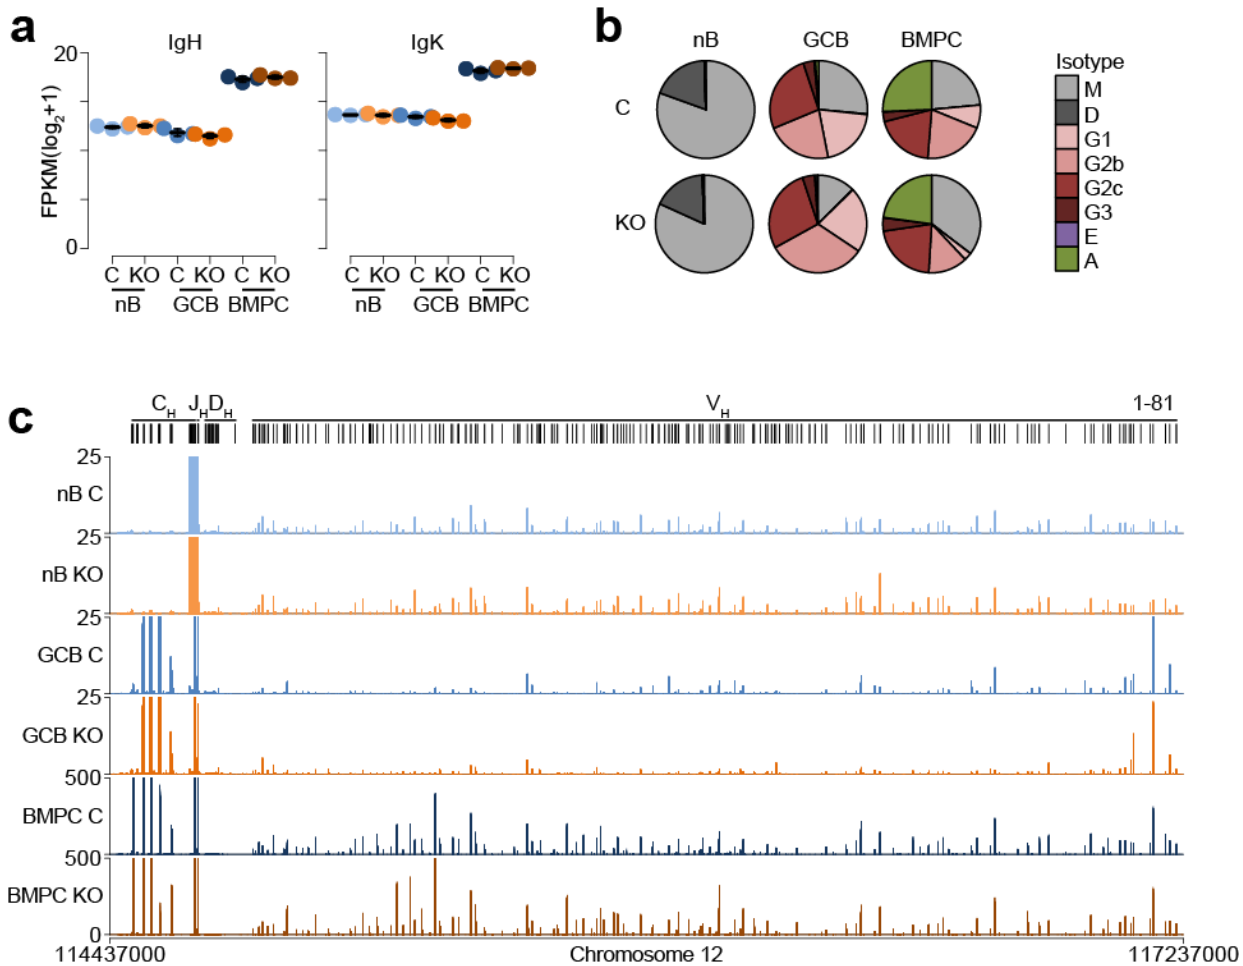

**Supplementary Figure 5.** Immunoglobulin repertoire, isotype, and expression. **(a)** Expression of Immunoglobulin heavy (IgH) and kappa light (IgK) chains for B220<sup>+</sup>GL7<sup>-</sup>Fas<sup>-</sup> naive B cells (nB), B220<sup>+</sup>PE<sup>+</sup>GL7<sup>+</sup>Fas<sup>+</sup> germinal center B cells (GCB) and CD138<sup>+</sup> bone marrow plasma cells (BMPC) in *Cd19<sup>cre/+</sup>Dnmt3a<sup>fl/fl</sup>Dnmt3b<sup>fl/fl</sup>* (KO) mice and littermate controls (C). **(b)** Isotype expression for IgH constant (C<sub>H</sub>) chain in nB, PE-specific GCB, and BMPC in both KO and C mice. **(c)** Plot of IgH region showing average reads from nB, PE-specific GCB, and BMPC in both KO and C mice. PE-specific GCB are primarily of the V<sub>H</sub>1-81 repertoire labeled above. Data in **b** and **c** represent the average of 3 biological replicates. RNA-seq data are from 18 samples from 24 mice and 3 experiments, where 3 KO and 3 Ctl samples were analyzed for nB, GCB, and BMPC and two mice were pooled for GCB. Each cell type contained 4 female and 2 male (nB, GCB) or 4 male and 2 female (BMPC) mice split evenly between the genotypes. Differentially expressed genes had an FDR  $\leq 0.01$  and a fold-change  $\geq 2$ .

# Supplementary Figure 6

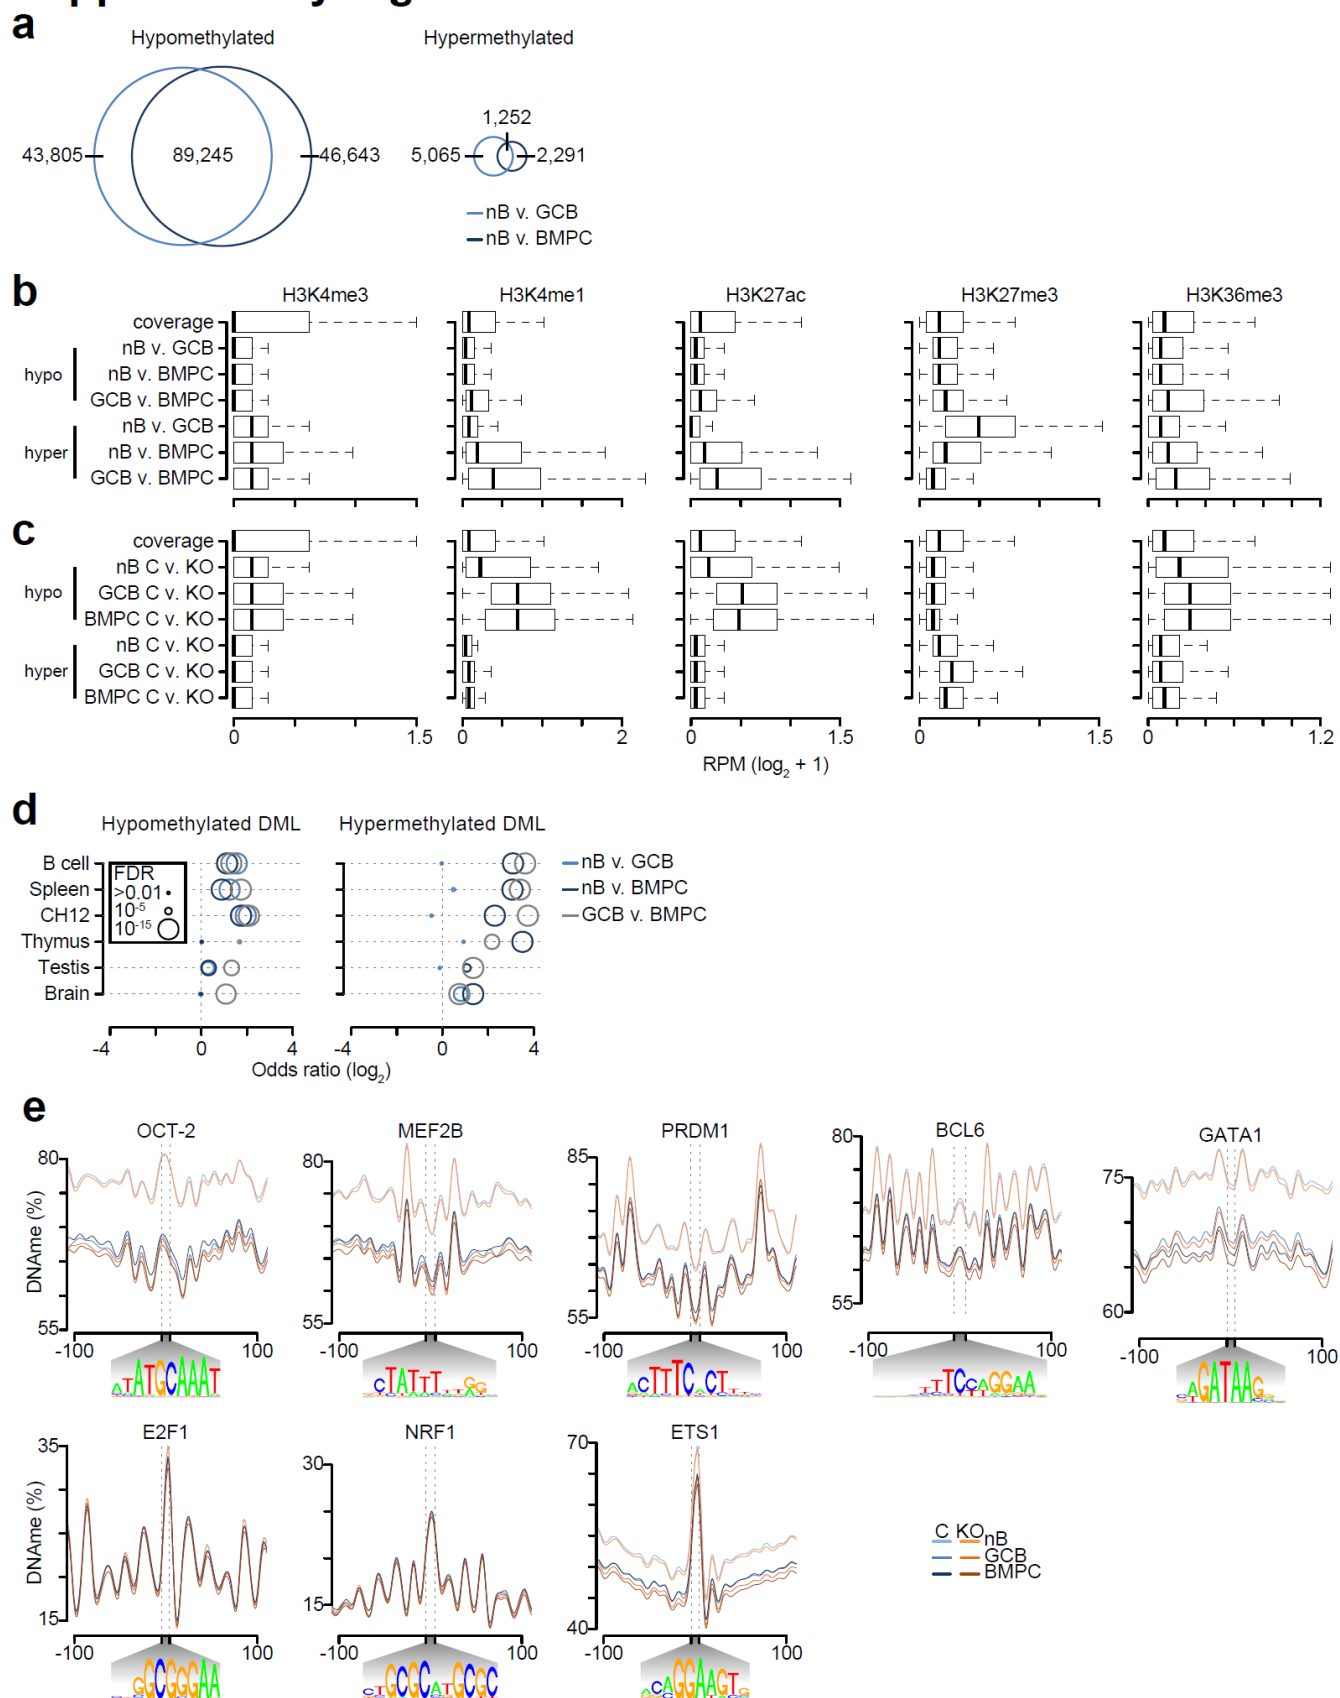

**Supplementary Figure 6.** DNA methylation changes correspond with enhancer elements and are organized around transcription factor binding motifs. **(a)** Venn diagram of DML hypomethylated (left) and hyper (right) in GCB (blue) and BMPC (dark blue) compared to nB. **(b-c)** Histone modification enrichment of H3K4me3, H3K4me1, H3K27ac (from Sabo *et al.* <sup>42</sup>), H3K27me3 (from Guo *et al.* <sup>41</sup>), and H3K36me3 (from ENCODE <sup>43</sup>) in B cells at cell-type **(b)** and Dnmt3-specific **(c)** DML. Hypomethylated and hypermethylated indicate the first comparison relative to the second. RRBS assay coverage is denoted (cov) and histone enrichment is represented in log<sub>2</sub> reads per million (RPM) for a region covering the DML +/- 50 bp. **(d)** Odds-ratio of cell-type DML overlap with active enhancers (defined as regions H3K4me1+ H3K27ac+ and H3K4me3-) in B cells (from Sabo *et al.* <sup>42</sup>), splenocytes, the lymphoma cell line CH12, thymus, testis, and brain tissue (from ENCODE <sup>43</sup>). Significance is denoted by size (key upper left). **(e)** Average DNA methylation levels proximal to transcription factor motif binding sites. DNA methylation data are from 18 samples from 24 mice and 3 experiments, where 3 KO and 3 Ctl samples were analyzed for nB, GCB, and BMPC and two mice were pooled for GCB. Each cell type contained 4 female and 2 male (nB, GCB) or 4 male and 2 female (BMPC) mice split evenly between the genotypes.

## Supplementary Figure 7

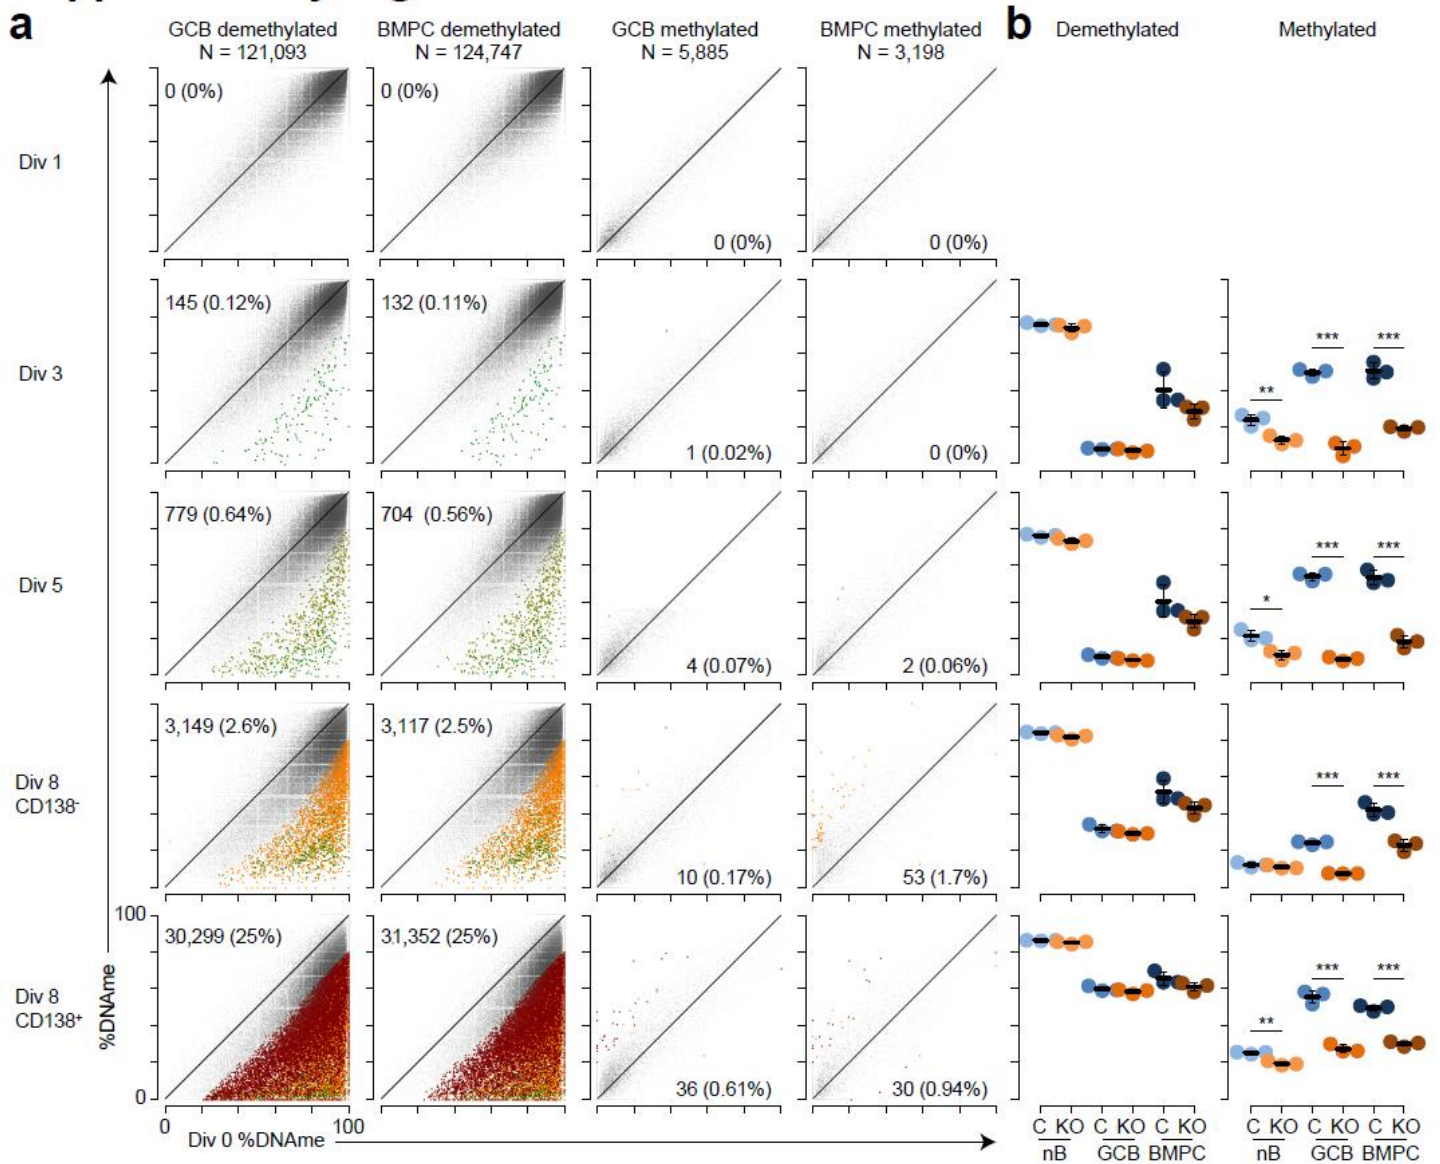

**Supplementary Figure 7.** Replication-coupled DNA hypomethylation. **(a)** Scatter plot of LPS-induced division-dependent DNA methylation changes for hypomethylated (left) and hypermethylated (right) loci found in Dnmt3-sufficient or –deficient B220<sup>+</sup>PE<sup>+</sup>GL7<sup>+</sup>Fas<sup>+</sup> germinal center B cells (GCB) and CD138<sup>+</sup> bone marrow plasma cells (BMPC) as compared to B220<sup>+</sup>GL7<sup>+</sup>Fas<sup>+</sup> naive B cells (nB). The x-axis is the DNA methylation level in undivided (Div 0) B cells and the y-axis corresponds with divisions 1, 3, 5, 8 CD138<sup>-</sup>, and 8 CD138<sup>+</sup> as previously described <sup>6</sup>. **(b)** Average methylation of division-specific demethylated and methylated loci are plotted in Dnmt3-sufficient and –deficient nB, GCB, and BMPC. \* $P \leq 0.05$ , \*\* $P \leq 0.01$ , \*\*\* $P \leq 0.001$ , Student's two-sided  $t$ -test with Tukey's post-hoc correction; mean and standard deviation are shown **(b)**. Data are from 3 experiments and 24 mice where nB were isolated from 6 mice, GCB from 12 mice (2 mice were pooled per sample), and BMPC from 6 mice. Each cell type contained 4 female and 2 male (nB, GCB) or 4 male and 2 female (BMPC) mice split evenly between the genotypes.

## Supplementary Figure 8

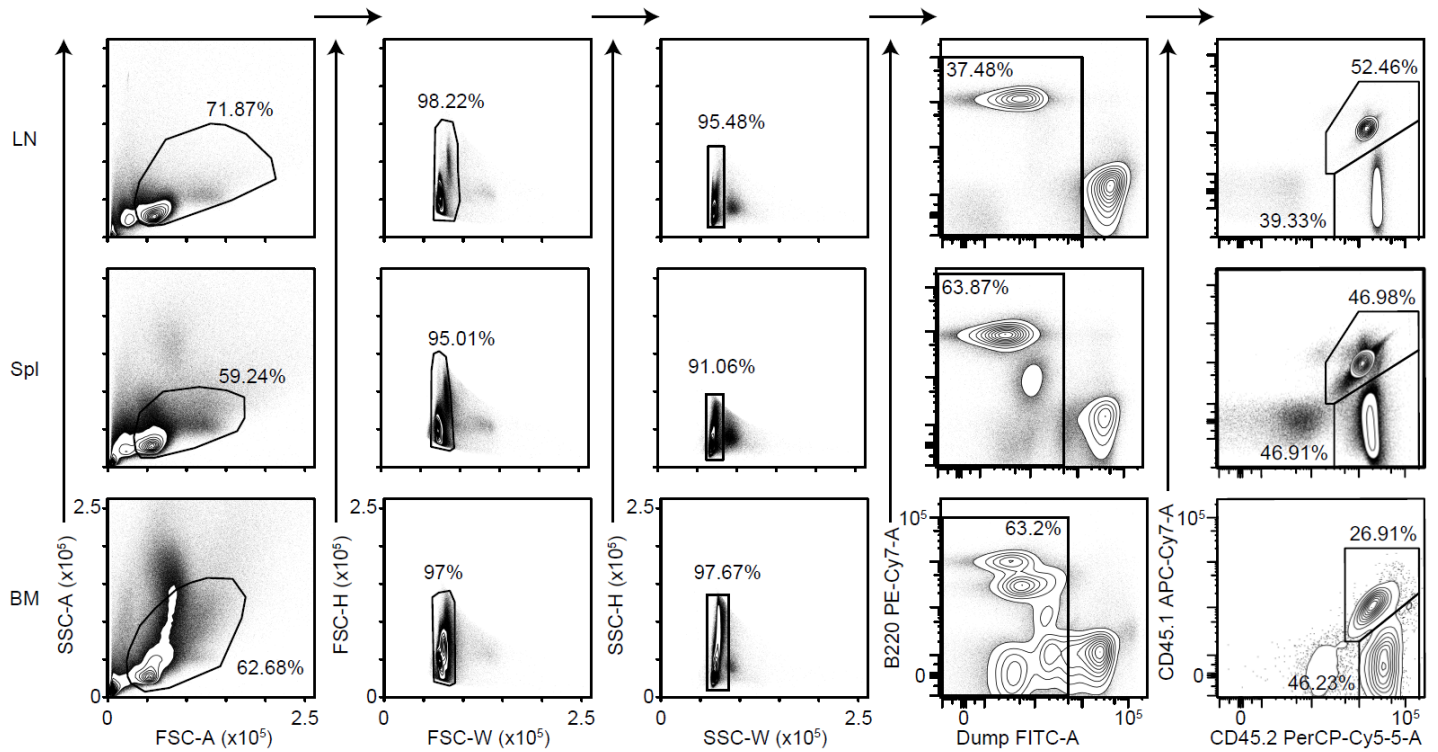

**Supplementary Figure 8.** Representative gating strategy. Plot of lymphocyte size gating for samples isolated from lymph nodes (LN; top), spleen (Spl; middle), and bone marrow (BM; bottom). Autofluorescent cells are removed by using a Dump channel (FITC) containing antibodies against CD11b, CD11c, CD90.2, and Ly6-G. Bone marrow chimera experiments utilized CD45.2 PerCP-Cy5.5 and CD45.1 APC-Cy7 to discriminate CD45.2<sup>+</sup> *Cd19<sup>cre/+</sup>Dnmt3a<sup>fl/fl</sup>Dnmt3b<sup>fl/fl</sup>* (KO) versus CD45.1<sup>+</sup> CD45.2<sup>+</sup> *Dnmt3a<sup>fl/wt</sup>Dnmt3b<sup>fl/wt</sup>* (Control) cells. Figure 1 and Supplementary Figure 1 used a gating strategy without CD45.2 PerCP-Cy5.5 and CD45.1 APC-Cy7 whereas Figure 2 utilized CD45.2 PerCP-Cy5.5 and CD45.1 APC-Cy7.

# Supplementary material for: B cell activation and plasma cell differentiation are inhibited by de novo DNA methylation
**Source:** Nat Commun. 2018 May 15;9:1900. doi: 10.1038/s41467-018-04234-4
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1.** Differentially expressed genes between cell types and between Dnmt3-deficient and Dnmt3-sufficient cells of a given cell type.

**Supplementary Data 2.** Gene ontology analysis of differentially expressed genes in K-means clusters and genes differentially expressed between Dnmt3-deficient and Dnmt3-sufficient BMPC.

**Supplementary Data 3.** Differentially methylated loci between cell types and between Dnmt3-deficient and Dnmt3-sufficient cells of a given cell type.

**Supplementary Data 4.** Statistics for motifs enriched in differentially methylated loci and differentially accessible regions.

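The table of differentially accessible peaks gives, for each accessible region, its position and annotation, its RPPM in every library and, for each of 9 comparisons, the log2 fold change, p-value and FDR of the authors' edgeR test. At an FDR of at most 0.01 and at least a 2-fold change, the authors' deposited table holds 1323 regions more accessible and 347 less accessible in KO BMPC, 11 and 1 in KO GCB and 5 and 5 in KO nB. The paper gives 1233 and 322 for BMPC. Flags in the authors' deposited table mark fewer regions than pass these limits. In BMPC they mark as many regions as the paper's 1233 and 322 together. What further condition the flags apply was not worked out, and they were not used. Of the 69 regions called in BMPC by limma, 68 (98.6%) pass these limits in the authors' deposited table in the same direction, and the log2 fold changes of all regions correlated with those of the authors' deposited table at a Pearson's r of 0.873. In GCB 5 of the 21 regions called by limma (23.8%) pass there. Between cell types, from 98.8% to 100% of the regions called by limma pass in the authors' deposited table.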

**Supplementary Data 5.** Differentially accessible peaks between cell types and between Dnmt3-deficient and Dnmt3-sufficient cells of a given cell type.

**Supplementary Data 6.** Differentially methylated loci proximal to differentially expressed genes.

How the deposited data were processed for this re-analysis (not part of the article)

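Chromatin accessibility was measured by ATAC-seq in nB, GCB and BMPC from Dnmt3-sufficient (C) and Dnmt3-deficient (KO) mice. The 16 libraries comprised 3 C and 2 KO nB libraries, 2 C and 4 KO GCB libraries and 3 C and 2 KO BMPC libraries, grouped by the cell type and genotype in the sample labels. The labels give a sex and, for GCB, a pool name to each library. The pool names F2 and M1 occur in both genotypes, and the only paired analysis rests on these names. The labels do not give sequencing batches.

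The authors trimmed the reads, mapped them to mm9 with Bowtie, called peaks in each sample with MACS2, took the union of the peaks, and deposited for each region and library the reads in that region divided by all reads in regions of the library and multiplied by 1e6 (RPM, called RPPM in the supplement). The paper names edgeR but not which of its tests, and a likelihood ratio test is inferred here. The deposited log2 values are the authors' log2 fold changes for 9 comparisons, each with a p-value and an FDR from edgeR. These columns were used only to compare called regions with the authors' own. The table holds 66177 regions under 31 chromosome names. The 65893 regions on named mm9 chromosomes all lie within the ends of those chromosomes, and the 284 regions on random or unplaced sequence were left out of searches of the sequence. Gene names, promoters, exons and introns are those the table gives.

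Each RPPM value divided by the smallest step in its library gave a whole number in 100% of cells, and these whole numbers were used as reads. Recovery was tested on simulated data, where 1058832 of 1058832 values were recovered. Reads in regions numbered from 4104875 to 6079018 in nB, from 907959 to 2280954 in GCB and from 5357687 to 8232313 in BMPC. The 2 regions of chrM took from 7.43% to 10.1% of the reads in GCB libraries and from 2.56% to 4.59% in the others. A value of 3 reads, taken as the floor, ranged from 0.364 to 3.30 RPPM. Reads without molecular identifiers are not independent molecules, and floors cover counting error only.

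The main test, fixed before the data were examined, was limma 3.58.1 in R 4.3.3 on log2(RPPM + 1), with 1 mean per group for the 6 groups in a single fit of all libraries, a trend of variance on mean, and Benjamini-Hochberg adjustment over all regions. A region was called at an adjusted p of at most 0.01 and an absolute log2 fold change of at least 1. The same fit gave the contrasts between cell types and the interactions between genotype and cell type. Alternatives were pseudocounts of 0.1 and 5 RPPM, regions with a mean of at least 1 RPPM, TMM scaling, quantile normalization, a fit of the compared groups only, no trend, an adjusted p of at most 0.05, chrX and chrY left out, each library left out in turn, a replicate block for the GCB pools, and tests of the recovered reads with the quasi-likelihood and likelihood ratio tests of edgeR 4.0.16 and with DESeq2 1.42.0. After the data were seen, limma-voom on the recovered reads was added, as were motif tests and K-means clustering of the regions called by edgeR's likelihood ratio test and the same test at named regions. On simulated data with no differences but 200 regions changed 4-fold, limma recovered 48.0% of them in nB, 61.0% in GCB and 51.0% in BMPC. For edgeR's likelihood ratio test these shares were 70.5%, 61.5% and 72.0%. Limma made 8 false calls in GCB, and no other pair of test and cell type had more than 2. The simulated reads followed a negative binomial distribution with a dispersion trend fitted by edgeR and shared by all cell types. This is the model that edgeR's tests assume. The simulation therefore does not show which test does better on the deposited data, or how many calls there are false.

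Variance was divided by PERMANOVA on squared Euclidean distances of log2(RPPM + 1), with exact enumeration of the arrangements. K-means clustering used the R function kmeans with 7 centers, 1000 iterations and 100 starts and a fixed seed, on the regions called in any comparison, with 6 and 8 centers and values without the log as alternatives. The cluster matched to the paper's cluster 5 was, by a rule set beforehand, the one with the largest mean difference between KO and C in BMPC. Motif cores were taken from the consensus sequences of Supplementary Data 4 and counted on both strands with pysam 0.24.0, and shares were compared by Fisher's exact test in scipy 1.17.1. Accessibility at DML was averaged over regions containing a CpG of Supplementary Data 6, with an exact permutation test over libraries and 10000 random lists of regions matched on mean accessibility in bins. Random lists for the test of gained regions near each other used 20 bins. Tables were read in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9.

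Genes were named by a rule set before the data were examined: the genes the paper names in its accessibility text and figures and the genes of the genetic design, each with its region nearest the transcription start or with the smallest p for KO against C BMPC, and beyond these the 5 called regions with the largest increase and the 5 with the largest decrease in BMPC in which every KO library lay beyond every C library. Regions on chromosome 7 called in GCB, and the second E2A core at Grb7, fall outside this rule and were chosen after their values were seen. Some genes under this rule, and a test that needs them, are not reported here. Footprints at single bases and read starts at single CpGs need aligned reads and were not analysed here. A further KO BMPC library named in the sample labels has no column in the table and was not used here.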

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

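The correction for GC content of the regions called by edgeR's likelihood ratio test, the test of a haplotype on chromosome 7, the search for far libraries on principal components and the test of gained regions near each other were chosen only after the results were seen. The other tests were written down before their own results were seen.

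The 10 regions with the largest changes called by limma in BMPC lie near genes that the paper does not discuss for accessibility, and each KO library lay beyond every C library in them, as the rule for choosing them requires. The log2 fold changes of the gained regions were 4.10 near S100z, 2.83 near F2rl1, 2.69 near Cep250, 2.49 near Sept9 and 2.46 near Akap6. In the F2rl1 region the C libraries held at most 1 read each, so the gain was at least 11.8-fold. The lost regions had log2 fold changes of -2.10 near Rims2, -1.56 near Syne1, -1.27 near Fpr3, -1.25 near Ado and -1.23 near Kdm4d. Adjusted p-values lay between 0.00026 and 0.0092 by limma with Benjamini-Hochberg adjustment. In 40 further values, from pseudocount 0.1 RPPM, quantile normalization and the 2 edgeR tests, 31 kept the direction and the side of the threshold, 9 kept the direction but no longer passed, and 0 reversed. By DESeq2, which is not among these 40, the S100z region no longer passed (adjusted p = 0.027) and the other regions did.

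Several technical explanations were weighed for these changes and for the excess of gained over lost regions in KO BMPC. Naive B cells mixed into the KO libraries would raise regions open in nB and low in BMPC, and the mean log2 fold change of those 4096 regions was 0.050, below the range of 0.071 to 0.093 in matched random lists. The low mean rests on C replicate 1. The mean of log2(RPPM + 1) over these regions was 0.948 in that library, 0.562 and 0.608 in the other C libraries and 0.812 and 0.700 in the KO libraries. Both KO libraries thus lay above 2 of the 3 C libraries, and this test does not exclude mixing. In 11 regions near 7 B cell marker genes the mean log2 fold change was 0.131, above 66.6% of matched random lists. Mixing cannot lift a region above both its nB and its C BMPC level. The cluster of 3290 regions formed without the log held 49.1% of the regions gained by edgeR's likelihood ratio test. Its mean scaled value was -0.805 in KO nB, 0.434 in C BMPC and 1.84 in KO BMPC, which argues against mixing there. Clusters higher in KO nB than in C BMPC held 14.6%, 7.60% and 7.83%. Of the 60 limma gains, 22 lay in the former cluster and 14, 7 and 13 in the latter. After quantile normalization 12 of 14 called regions (85.7%) were gained, and with TMM scaling 50 of 66 (75.8%). At an unadjusted p under 0.05, quantile normalization narrowed the balance from 4607 higher and 1713 lower to 2863 and 2075, so the excess at that level depends in part on scaling. Regions near marker genes of other bone marrow cells did not rise in every list. The mean log2 fold change was -0.066 for T cell markers. For erythroid markers it was 0.0087, from 4 regions and above 46.9% of matched random lists. For neutrophil and monocyte markers it was 0.417, from 2 regions and above 91.0% of matched random lists. Too few of the marker genes have a region for this to exclude such cells. After correction of each library for GC content, 58.3% of the 60 gained regions were still called, with 35 regions gained and 17 lost in all. For edgeR's likelihood ratio test 74.4% of the 1329 gained regions were still called, with 990 gained and 514 lost. Across regions GC content correlated with the log2 fold change at a Pearson's r of -0.0405, while gained regions had a median GC content of 50.6% against 48.9% of all regions, so a linear GC trend would not by itself raise them. Differences between libraries in GC content may thus contribute to the counts without explaining them fully. Of the 10 splits of the 5 BMPC libraries into 2 and 3, 1, the real one, gave as many called regions, 69 by limma and 1677 by edgeR's likelihood ratio test. The largest count among the other splits was 14 and 435, for C replicates 2 and 3 against the rest. With 10 splits the share is never under 0.1, so it does not decide whether chance grouped the libraries. Loss of Dnmt3 is the biological explanation the design offers, but the excess of gains cannot be told apart from signal of other bone marrow cells. Naive B cells are not excluded either for gained regions outside the cluster formed without the log, and scaling and GC content may each contribute.

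The S100z and F2rl1 regions lie near each other on chromosome 13, in a window of 0.6 Mb. There edgeR's likelihood ratio test called 10 of 22 regions as gained and 0 as lost, limma called 3 as gained, and 19 were higher in KO BMPC. The regions gained by the likelihood ratio test lie between 96264434 and 96732039. Over the genome 561 of the 1329 regions gained by that test had another gained region within 50 kb, against a median of 188 in random lists matched on accessibility. Neighboring regions may open together without Dnmt3. A haplotype shared by the KO mice could also place changes side by side, and the S100z region did differ between mice of 1 genotype. It measured 5.12 RPPM in 1 C nB library against at most 0.186 RPPM in the other C nB libraries. In GCB, where each library pools 2 mice, it measured 2.81 and 8.80 RPPM in C and from 0.636 to 6.99 RPPM in KO. The lowest KO values were under the floor of 3 reads. These explanations were not separated.

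In GCB, called regions lay together on chromosome 7, which the paper does not report. By edgeR's likelihood ratio test 8 of the 12 called regions were on this chromosome (odds ratio 31.3, Fisher's exact p = 6.8e-08) and by limma 7 of 21 (odds ratio 7.82, Fisher's exact p = 0.00016), against 6.02% of all regions. The 6 that cluster most closely run from the Olfr69 region, starting at 110910726, to the Trim30d region, ending at 111656858. The Olfr69 region held 0 reads in both C GCB libraries and was at least 33.5-fold higher in KO GCB, higher in 4 of 4 KO libraries. The same region held 0 RPPM in replicate 3 of C nB and replicate 3 of C BMPC but from 5.84 to 16.6 RPPM in the other C libraries of those cell types, so its state varied among C mice. To ask whether mice differ here by haplotype, regions at least 4-fold lower in replicate 3 of C nB than in the other C nB libraries were selected. Of the 21 selected, 12 lay on chromosome 7, and of the 14 open in KO GCB, 7 (50.0%) were also at least 4-fold lower in C than in KO GCB. Of these 7, 6 were the called regions that prompted the question. Among the 8 selected regions open in KO GCB that were not called, only 1 was lower. Of all 39379 regions open in KO GCB, 15 (0.0381%) were at least 4-fold lower in C. The share of 1 in 8 lies above this but rests on 1 region, so in GCB it adds little evidence of its own. Of 11 selected regions open in C BMPC, 7 (63.6%) were at least 4-fold lower in replicate 3 of C BMPC, among them 2 of the 6 that were not called in GCB. In the window from Olfr69 to Trim30d, replicates 1 and 2 of C nB were open like the KO nB libraries, so loss of Dnmt3 is not needed for the open state, and a haplotype that differs between mice remains a possible explanation. The window holds 6 of the 8 called regions on chromosome 7 by edgeR's likelihood ratio test but 2 of the 7 by limma, and 9 of the 12 selected regions on the chromosome. In BMPC 104 of 1677 regions called by edgeR's likelihood ratio test lay on chromosome 7 (Fisher's exact p = 0.75).

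Among 27 groups of the 4 KO GCB libraries, over depth, summary values, the first 3 principal components and named regions, 1 had a library far from the others by Dixon's test, as chance gives in about 1 of 20. On the third principal component, with 3.64% of the variance, the library F1 lay at 130 and the others between -36.9 and -9.12 (Dixon's Q 0.834). This library was also the shallowest, with 907959 reads in regions. Without it limma called 19 regions as gained in KO GCB, against 21 with it. Whether depth places this library apart was not tested.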

How the results depend on the processing

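Alternatives were set before the data were examined, except limma-voom, the K-means clustering and motif tests of regions called by edgeR's likelihood ratio test, and the extra tests at named regions, which were chosen after seeing the data. A count is said to change here when it moves by more than 1.5-fold. Where a value changed, the cause was not tested.

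More regions gained than lost accessibility in KO BMPC under every alternative, but the counts ranged widely around 60 gained and 9 lost. A pseudocount of 0.1 RPPM gave 15 lost, a pseudocount of 5 RPPM 94 gained, TMM scaling 16 lost, quantile normalization 12 gained and 2 lost, a fit of the compared groups only 159 and 24, eBayes without the trend 24 and 2, and an adjusted p of at most 0.05 359 and 43. On recovered reads edgeR's quasi-likelihood test gave 962 gained and 239 lost, edgeR's likelihood ratio test 1329 and 348, DESeq2 409 and 85 and limma-voom 1164 and 229. Leaving out each C library in turn gave from 10 to 105 gained and from 1 to 9 lost. Fits without a KO library leave 1 KO library and are not counted here.

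In GCB, 21 gained regions became 5 with a pseudocount of 5 RPPM, 8 in a fit of the compared groups only, 113 at an adjusted p of at most 0.05, 1 by edgeR's quasi-likelihood test and 11 by edgeR's likelihood ratio test. They became 0 in eBayes without the trend (5274 at an unadjusted p under 0.05), 0 by DESeq2 (1253) and 0 by limma-voom (1650). Lost regions, 0 by limma, were 1 with a pseudocount of 0.1 RPPM, 1 with quantile normalization, 4 at an adjusted p of at most 0.05 and 1 by edgeR's likelihood ratio test. A replicate block of the pools F2 and M1, whose libraries shared little (r of 0.0363 and 0.0638 between deviations of same-named pools), gave 8 gained and 1 lost against 21 and 0 without the block. Leaving out each KO library gave from 12 to 19 gained and from 0 to 2 lost.

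In nB, 0 gained and 0 lost became 3 and 4 by edgeR's quasi-likelihood test and 5 and 5 by edgeR's likelihood ratio test, with 1 lost by DESeq2 and 1 by limma-voom. Leaving out each C library gave from 0 to 1 gained and from 0 to 1 lost (935 regions at an unadjusted p under 0.05 without C replicate 3). The interactions, 0 for BMPC against nB and 0 for BMPC against GCB, became 7 and 10 with a pseudocount of 5 RPPM, 3 and 10 at an adjusted p of at most 0.05, 49 and 19 by edgeR's quasi-likelihood test, 177 and 75 by edgeR's likelihood ratio test, 28 and 19 by DESeq2 and 35 and 7 by limma-voom. The interaction with nB became 23 in a fit of the compared groups only, and the interaction with GCB 1 with quantile normalization and 1 without the trend. Leaving out a library from a group of at least 3 gave from 0 to 1 for both.

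Cell type counts stayed between 75.7% and 129% of their values under all settings except a pseudocount of 5 RPPM, which gave 6812, 12287 and 10080 regions in C (nB against GCB, nB against BMPC and GCB against BMPC) and 7009, 12757 and 10100 in KO. The correlation of fold changes between genotypes from nB to BMPC was 0.936 with a pseudocount of 0.1 RPPM and 0.951 over regions with a mean of at least 1 RPPM, and from nB to GCB it was 0.860, 0.905 and, with quantile normalization, 0.896. The K-means cluster of 7942 regions, with 13.3% of the gained regions, held 4336 and 5.00% with 8 clusters and 3290 and 36.7% without the log. With the regions called by edgeR's likelihood ratio test it held 30.2% of those gained, and without the log as well 3818 regions and 58.6%. Among those gained regions the E2A odds ratio was 1.52 and passed, and the odds ratios of 1.09 for PU.1 and 1.13 for IRF4 no longer passed. Differences at DML kept their direction under every alternative run. The designs within a cell type allow no p under 0.067, so the threshold tells nothing there. The permutation p rose from 0.10 to 0.20 for the PERMANOVA share in BMPC with a pseudocount of 0.1 RPPM and from 0.067 to 0.13 at DML in GCB with quantile normalization. At DML in nB it fell from 0.20 to 0.10, both with a pseudocount of 0.1 RPPM and over regions within 1 kb. Of 87 further values for named regions, 72 kept both, 11 no longer passed, 4 newly passed and 0 reversed.

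The depth of the GCB libraries limits single regions there, since 3 reads equal from 1.32 to 3.30 RPPM. Adding a further KO BMPC library was not run, because the table has no column for it.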

Differences from the paper's values

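The paper gives 1233 regions more accessible in KO BMPC, and limma on log2(RPPM + 1) called 60. Of the alternatives set before the data were examined, edgeR's quasi-likelihood test with 962 and edgeR's likelihood ratio test with 1329 closed this gap, and the other alternatives, DESeq2 with 409 among them, did not. Limma-voom, chosen after seeing the values, gave 1164. For less accessible regions in KO BMPC the paper gives 322 against 9 here. The quasi-likelihood test with 239 and the likelihood ratio test with 348 closed the gap, and no other alternative set before the data were examined did. Limma-voom, chosen after seeing the values, gave 229.

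In nB the paper shows about 5 more accessible and about 5 less accessible regions in Fig. 5e, read by eye, against 0 and 0 here (417 and 690 at an unadjusted p under 0.05). The likelihood ratio test gave 5 and 5, and the quasi-likelihood test gave 4 less accessible regions, which closed that gap, and 3 more accessible ones, which did not. No other alternative closed either gap. In GCB the paper shows about 9 more accessible regions in Fig. 5e, read by eye, against 21 here. A fit of the compared groups only gave 8, the likelihood ratio test 11 and the replicate block of pools 8, and 1 of the fits that left out a library gave 12; the others did not close the gap.

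The cluster gained in KO BMPC holds about 3700 regions in Fig. 5a, read by eye, against 7942 here. With 8 clusters it held 4336 and without the log 3290, which closed the gap, and with 6 clusters 8420, which did not. Clustering the regions called by the likelihood ratio test without the log, chosen after seeing the values, gave 3818.

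The paper places most regions gained in KO BMPC in its cluster 5, and 13.3% of those called by limma lay in the matched cluster here. Without the log this share was 36.7%, and 58.6% for regions called by the likelihood ratio test, a setting chosen after seeing the values. Among the families the paper lists as enriched in gained regions, the E2A core had an odds ratio of 1.39 here (Fisher's exact p = 0.22). With regions called by the likelihood ratio test, also chosen after seeing the values, the odds ratio was 1.52 (Fisher's exact p = 2.0e-13).

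The paper names Ebf1 among genes near which CpGs lacking DNA methylation coincided with increased accessibility at the edges of open chromatin. Values per region cannot test single CpGs. Of 54 regions annotated to Ebf1, 17 were higher in KO BMPC. The region with the smallest p had a log2 fold change of -0.95 by limma and of -1.19 by both edgeR tests, which called it as lost. The paper also names Pou2f2, Cd86, Nfatc1 and Il10ra, where limma called 0 of the 13, 15, 25 and 12 annotated regions (1, 2, 10 and 2 at an unadjusted p under 0.05). At Nfatc1 the likelihood ratio test called 3 regions as gained, and at the other genes it called 0. The paper reports accessible regions near XBP-1, which it names as a factor that defines BMPC, and does not single out the promoter. Of the 7 regions annotated to Xbp1, only the promoter region is given here, so the paper's statement is not tested. The Xbp1 promoter region was open in all 3 cell types, with a log2 fold change of 0.31 from nB to BMPC and of 0.88 from GCB to BMPC, both under the limit of 1.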

Other observations

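The test of gained regions near each other was chosen only after the results were seen, and the other tests here were written down before their own results were seen.

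With all libraries, limma and edgeR's likelihood ratio test called fewer regions by genotype in GCB than in BMPC, and the GCB libraries were the shallowest. The order reversed with quantile normalization, with 19 regions in GCB and 14 in BMPC. Without C replicate 2 or 3, BMPC gave 11 and 15 regions by limma, under the 21 in GCB with all libraries. At an unadjusted p under 0.05 limma also gave more regions in GCB, 7801 against 6320 in BMPC. To test depth as an explanation, the reads of each BMPC library were thinned at random to the median of the GCB libraries, 1852987. By edgeR's likelihood ratio test a median of 375 BMPC regions over 5 draws were still called, 22.4% of the 1677 at full depth, against 12 in GCB. By limma the thinned libraries gave 197 regions, more than the 69 at full depth. The prior degrees of freedom of limma's fit rose from 17.3 to 22.7 with the thinned libraries. The limma count therefore does not measure the loss of depth and cannot be set against the 21 in GCB. By edgeR's likelihood ratio test, lower depth does not account for all of the difference between BMPC and GCB in these counts. By limma the question stays open. The interaction itself passed for 0 regions by limma (5509 at an unadjusted p under 0.05) and 75 by edgeR's likelihood ratio test.

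Cell type differences were large, and sex followed cell type between nB and BMPC. If sex acted mainly through chrX, regions there would be called more often. They were called less often, 31.7% of 1638 against 38.3% of autosomal regions (odds ratio 0.746, Fisher's exact p = 3.4e-08). Sex effects on other chromosomes cannot be told from cell type, because all nB libraries were male and all BMPC libraries female. The result therefore does not exclude sex. Of the 10 splits of the 3 C nB and 3 C BMPC libraries, 1, the real one, gave as many called regions, 25227, and the other splits gave 0, so the design cannot give a share under 0.1.

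Of the 60 regions gained in KO BMPC by limma, 5 had another gained region within 50 kb, with no random lists to compare. Those gained by edgeR's likelihood ratio test lay near each other. Of the 1329 gained by edgeR's likelihood ratio test, 561 (42.2%) had another gained region within 50 kb, against a median of 188 and a central range of 157 to 221 in 1000 random lists matched on mean BMPC accessibility, of which 0 were as large. This is consistent with domains of chromatin that open together without Dnmt3, and equally with any property shared by neighboring regions, such as a haplotype of the KO mice, which was not tested for BMPC.

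In nB, 4 of the 10 regions called by edgeR's likelihood ratio test lay on chromosome 7 (odds ratio 10.4, Fisher's exact p = 0.0020).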
